# Retinal whole genome microarray analysis and early morphological changes in the optic nerves of monkeys after an intraorbital nerve irradiated injury

**Published:** 2011-11-15

**Authors:** Yong Xia, Jun Chen, Li Xiong, Jiagang Liu, Xuesong Liu, Lu Ma, Qiao Zhang, Chao You, Jing Chen, Xuyang Liu, Xiaoyu Wang, Yan Ju

## Abstract

**Purpose:**

To obtain and analyze early retinal changes at the molecular level 24 h after a radiation injury to the ipsilateral intraorbital nerve using gamma knife surgery (GKS), and to examine the morphological changes in bilateral optic nerves.

**Methods:**

Unilateral intraorbital optic nerves of three *rhesus macaques* were treated by GKS with irradiated doses of 15 Gy, while contralateral optic nerves and retinas served as the control. Gene expression profiles of the control and affected retinas were analyzed with Affymetrix Rhesus Macaque Genome arrays. To verify the results, a quantitative real-time polymerase chain reaction (qRT–PCR) was performed to test the expression patterns of five function-known genes. Morphological changes in the bilateral optic nerves were examined using a transmission electron microscope (TEM) and light microscopy. The glial cell reaction in bilateral optic nerves was studied using immunohistochemistry.

**Results:**

Of the probe sets, 1,597 (representing 1,081 genes) met the criteria for differential expression, of which 82 genes were significantly up-or down-regulated in treated retinas. There was prominent upregulation of genes associated with glial cell activation in the treated retina. Genes related to an early inflammatory reaction and to cell death were also significantly regulated in response to a radiation injury to the intraorbital optic nerve. In contrast, the messenger ribonucleic acid (mRNA) expression levels of retinal ganglion cell (RGC)-specific genes were low. Morphologically, cytoplasmic processes of astrocytes in treated nerves were shorter than those of the control and were not straight, while also being accompanied by decreased GFAP immunostaining. More oligodendrocytes and inflammatory cells were apparent in treated nerves than in the control. In addition, swollen mitochondria and slight chromation condensation could be seen in the glial cells of treated nerves.

**Conclusions:**

We conclude that the current irradiated dose of 15 Gy was sufficient to lead to a radiation injury of the optic nerve and retina. Several transcripts deregulated in retinas after a radiation injury play a key role in radiation-induced neurogenic visual loss, especially for genes associated with RGC, glial cell, and cell death. Glial cells in optic nerves might be the primary target of a radiation injury in the optic nerve.

## Introduction

Tumors involving or adjacent to anterior visual pathways are common in ophthalmology and neurosurgery. Several studies demonstrate that complete removal of these tumors by enucleation in critical locations, such as the optic nerve sheath, optic canal, or superior orbital fissure, may result in direct injury or vascular impairment to the optic apparatus and metastatic spread [1], followed by vision loss [2]. Therefore, tumor control with organ preservation and the prevention of metastasis are the most important goals of the treatment [1]. Gamma knife surgery (GKS) is currently one of the most precise radiotherapy techniques in stereotactic radiation therapy, having not only the advantage of being minimally invasive, but also allowing highly conformal dose distribution with a steep dose fall-off. That is to say, stereotactic radiosurgery is a suitable selection for orbital lesions, and in fact, many reports have yielded promising results [1,3-5]. However, the tissues of the anterior visual pathway significantly differ in terms of their molecular makeup, cell populations, and their response to ionizing radiation from other brain tissues, while being more sensitive than other cranial nerves. During radiation therapy, the radiation dose that could kill or control the growth of tumors may lead to complications, including visual field defects, irreversible visual loss, and even zero light perception. The precise mechanism for radiation injury is yet to be determined.

Injury to the optic nerve will lead to a programmed set of immediate and early response gene deregulations in the retina [5-7]. Severe radiation injuries to the optic nerve can trigger retinal ganglion cell (RGC) death, resulting in visual field defects and visual loss [8]. In our study, we randomly treated the unilateral intraorbital nerve using a 15 Gy radiation dose with a 50% isodose curve. The mean dose for the contralateral optic nerve, optic chiasm, and retina was limited to less than 3 Gy by employing multiple small isocenters and using plugs. This has been shown to result in a radiation injury to the intraorbital nerve because the actuarial incidence of optic neuropathy for patients who received an irradiated dose of 15 Gy or more is 77.8% [9].

Given the complexity of radiation-induced responses, microarrays are useful tools for identifying a wider range of genes involved in the development of a radiation injury [10]. Many studies have reported correlations between gene expression and radiotherapeutic response [11-13], survival time after regrowth [12], radiation-induced resistance and tumorigenesis [14], and in vitro radiosensitivity [15-18]. Furthermore, Chinnaiyan [19] reported the largest cohort of differentially regulated genes to emerge 24 h after exposure to radiation. The present study focuses on the changes in gene expression in whole retinas, particularly the RGC, in the 24 h following an intraorbital nerve irradiated injury, with the aim of evaluating retinal roles in the process of radiation-induced visual loss after GKS, which includes significantly expressed genes related to radiation-induced cell death, glial cell reaction, and some key pathways. In addition to a microarray analysis, we also evaluated the roles and impact of morphological changes to bilateral optic nerves in this process using a TEM, light microscopy, and immunohistochemistry.

## Methods

### Animals

All experiments using rhesus monkeys were approved by the Institutional Review Board and followed the relevant ethical regulations. Three male monkeys—aged 8–10 years and with a mean bodyweight of 8 kg—were obtained from the PingAn Animal Breeding & Research Base (Chengdu, China). They were individually housed under a 12 h:12 h light-dark cycle (light intensity during the day was approximately 100 lx), in a quiet room without strong light, and with free access to water and food. They were cared for in accordance with NIH Guidelines for the Care and Use of Laboratory Animals (1996). Every effort was made to minimize the suffering of the animals.

### Gamma Knife treatment

Anesthesia was induced intramuscularly with ketamine (10 mg/kg, Bei Jing Shuang He Pharmaceutical LLC, Beijing, China) and was maintained by the continuous administration of pentobarbital (6–9 mg/kg/h, IV, Wu Han He Zhong Chemical manufacturing Co., LTD, Wuhan, China) using catheters. A Leksell G stereotactic head frame (Elekta Instruments AB, Stockholm, Sweden) was placed at the bilateral occipital bone and on either side of the frontal bone. Magnetic resonance imaging (MRI) was performed for target localization (T1-weighted and T2-weighted images, 1.5 mm-thick axial slices). The MRI positioning data were processed and transferred to the Leksell Gammaplan^®^ version 9.0 (Elekta Instruments AB, Stockholm, Sweden). Conformal dose planning was established using Leksell Gammaplan^®^ version 9.0 to localize the target point and the radiation dose. Target volumes and critical structures were delineated manually by the surgeon, using axial images with the simultaneous overlay of the outlines on coronal and sagittal images. The size of the collimator was 4 mm, and the target point was selected randomly at the unilateral intraorbital nerve. Treatments were performed using the Leksell Gamma Knife C (Elekta Instruments AB) and its automatic positioning system. We prescribed 15 Gy to the 50% isodose line. The GKS procedure was performed on only one optic nerve from each experimental monkey.

### Surgery

At 24 h post-irradiation, the six eyes and the six intraorbital nerves of the three monkeys were removed. The retinas without retina pigment epithelium were rapidly (<5 min) dissected from the eyeball on ice [20], according to the method of Glowinski and lversen (1966), but with minor modifications [21]. Each sample was immediately labeled then flash-frozen in liquid nitrogen and stored at −80 °C before further analysis. The temporal halves were used for RNA isolation, while nasal retinas were used for backup [22].

### Histopathological examination

According to the manufacturer’s instructions, immunohistochemical staining was performed on 4-μm sections of formalin-fixed, paraffin-embedded retrobulbar portions of each optic nerve (half as long as the intraorbital optic nerve) by antibodies to Oligodendrocyte lineage transcription factor2 (Olig2; gift of C. Stiles, Harvard Medical School, Boston, MA), glial fibrillary acidic protein (GFAP; Dako, M0761, Glostrup, Denmark, M0761), and human progenitor cell antigen (CD34; sc-7324, Santa Cruz Biotechnology, Santa Cruz, CA, sc-7324). For electron microscopy, the remaining half of each optic nerve was rapidly (<1 min) prefixed in a mixed solution of 4% paraformaldehyde and 2.5% glutaraldehyde with postfixation in osmium tetroxide (OsO_4_; Nacalai Tesque, Inc. Kyoto, Japan). The tissues were then gradually dehydrated in increasing concentrations of acetone and were finally embedded in Epon812 (Shell Chemical Co., San Francisco, CA). The semithin sections were stained with methylene blue and the ultrafine sections were enhanced with 4% lead/uranylnitrate. Sections were examined with a TEM (H-600IV; Hitachi, Osaka, Japan).

### Retinal tissue RNA extraction and microarray experiments

The retinas of three monkeys that were ipslateral to the irradiated optic nerve were defined as treated retinas (monkey #01 left retina, monkey #02 left retina, and monkey #03 right retina) and three contralateral retinas were control retinas (monkey #01 right retina, monkey #02 right retina, monkey #03 left retina). The total RNA of the six samples was extracted using TRIzol reagent (Invitrogen Crp., Carlsbad, CA) and according to the manufacturer’s instructions. The RNA was then amplified, labeled, and purified using a GeneChip 3′IVT Express Kit (Catalog number 901229; Affymetrix, Santa Clara, CA) and following the manufacturer’s instructions to obtain biotin-labeled cRNA targets for the Affymetrix GeneChip^®^ Rhesus Macaque Genome Array (Affymetrix), which contained 47,000 transcripts. Array hybridization and washing was performed using a GeneChip^®^ Hybridization, Wash, and Stain Kit (Catalog number 900720; Affymetrix) in a Hybridization Oven 645 (Catalog number 00–0331–220V; Affymetrix) and Fluidics Station 450 (Catalog number 00–0079; Affymetrix), following the manufacturer’s instructions. After hybridization, slides were scanned using the GeneChip^®^ Scanner 3000 (Catalog number 00–00212; Affymetrix) and Command Console Software 3.1 (Affymetrix) under the default settings. Raw data were normalized by a MAS 5.0 algorithm, Gene Spring Software 11.0 (Agilent Technologies, Santa Clara, CA). Genes related to RGC, glial cells, and cell death were selected for further analysis. A two-way clustering analysis was performed using Cluster 3.0 to define similar sample patterns and differentially expressed genes among three separate groups. Furthermore, the significant genes (p<0.05 and fold change >2) were grouped in functional categories based on the Gene Ontology database (GO) and functional pathways were also analyzed using the online Kyoto Encyclopedia of Genes and Genomes (database KEGG; GeneChip 3VT express kit, user manual).

### Statistical analysis

All values were presented as the mean±SD. Statistical analysis was performed using the paired Student's *t*-test, and p<0.05 was considered to represent a significant difference.

### Quantitative real-time polymerase chain reaction (qRT–PCR)

Primers for qRT–PCR were designed for selected genes using Primer Express 2.0 software (ABI, Applied Biosystem, Foster City, CA) and checked for homology with the monkey genome using Primer-BLAST to achieve a high probability of XX-specific products. Product specificity was examined using a melting curve analysis of the ABI 7500 FAST System (ABI, Applied Biosystem). Standard curves were performed through dilution of PCR amplicons in a reverse transcription buffer to measure primer pair efficiency. The qRT–PCR experiment was performed in triplicate.

Using separate retinas for confirmation by qPCR is preferred, but it is difficult to obtain separate tissues. Consequently, we used partial retinal tissues from each monkey for qRT–PCR. Briefly, a total of 0.5 μg of RNA from each sample was transcribed into cDNA using the PrimerScript RT reagent Kit (Takara Biochemicals, Tokyo, Japan) according to the manufacturer’s protocol. The RT product (10 μl) was diluted with H_2_O up to 100 μl. cDNA was amplified by PCR with primers specific to the target sequence. Amplification conditions were as follows: 15 min incubation at 37 °C, followed by a 5 s termination reaction at 85 °C. Dilutions of cDNA in the PCR were adjusted for each gene with the aim of staying within the linear range of amplification. qRT–PCR was performed with SYBR Green Realtime PCR Master Mix and ABI 7500 FAST for qRT–PCR and according to the manufacturer’s instructions. Cycling conditions were as follows: initial stage of 15 s at 95 °C, 40 cycles of melting (95 °C for 5 s), annealing and extending (62 °C for 34 s), and default of the dissociation stage. The genes studied, including beta-2 microglobulin (*B2M*), growth arrest and DNA-damage-inducible, beta (*GADD45B*), murine double minute (*MDM*), scrapie responsive gene one (*SCRG1*), brain-derived neurotrophic factor (*BDNF*), 18S rRNA (*18S*) were chosen based on a combination of the array results and the potential biologic importance of the gene in question. Expression values were normalized to those of the *18S* gene as described previously. Relative quantization was performed using the 2^-ΔΔCt^ method, including an efficiency correction. Primers used in qRT–PCR and their sequences are shown in Table 1. Following the PCR, the amplicon melting curve was checked for PCR specificity.

**Table 1:** Oligonucleotide primers used during real-time polymerase chain reaction.

**Gene**	**Forward primer (5′-3′)**	**Reverse primer (5′-3′)**
*B2M*	GAGTATGCCTGCCGTGTGAAC	GCGGCATCTTCAAACCTCC
*BDNF*	ACTCAGGCCGAATGATCAAGG	TGTCCTGGCCTCTTCCACTG
*GADD45B*	TCGGCCAAGTTGATGAATGTG	GCGTGAAGTGGATTTGCAGG
*MDM2*	TTGATGAAAGCCTGGCTCTGT	CACCAGCATCAAGATCCGG
*SCRG1*	TGGACATTGTTGGCATTGGTT	GCCTATGGCTCTTCATCTCGG
*18S* (eucaryon)	CGGCTACCACATCCAAGGAA	GCTGGAATTACCGCGGCT

## Results

The experimental strategy for this project was to differentiate gene expression changes in treated retinas relative to the control retinas, as well as to examine the pathophysiological changes in bilateral optic nerves. 

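RNA came from the temporal part of both retinas of 3 rhesus macaques, dissected without the retinal pigment epithelium (RPE), 24 h after gamma knife irradiation of the intraorbital optic nerve on 1 side. The prescribed dose at the nerve was 15 Gy, and the eyeball received 3 Gy on the treated side and 1 Gy on the control side. Each retina was hybridized alone to an Affymetrix Rhesus Macaque Genome Array, a 1-color array, which gave 6 arrays: 3 of treated retinas and 3 of control retinas. The number of arrays limits the precision of every value. The authors computed MAS 5.0 signals, in which each array is scaled to a common mean, and the values used here are the log2 of those signals as deposited. The median log2 signal was 7.03, 6.74 and 6.69 on the control arrays of replicates 1 to 3, and 6.98, 6.44 and 6.75 on the treated arrays. Signals at the floor of 1 were few, from 98 to 229 of 52024 probe sets per array. The platform annotation gave 1 gene symbol to 24956 probe sets, several to 361 and none to 26707, for 14132 genes in all. Treated and control retinas of the same replicate number were compared as pairs with limma, with Benjamini-Hochberg adjustment over all probe sets, and the paired t-test of the methods was run on the same values. A gene is described by its probe set with the highest mean signal, called its brightest probe set, and its other probe sets are given where their log2 fold changes have the opposite sign or lie more than 1 away. A further 36 gene lists were tested as groups with camera, of which 7 hold genes that the study itself names and 29 hold markers of retinal cell types and pathways taken from general knowledge. Positions in the genome are not given, since no genome was used here.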

After performing paired Student’s *t*-tests using the GeneSpring GX 11.0 software, 1,597 probe sets—representing 1,081 genes (656 up, 425 down)—and 516 expressed sequence tag (EST) clones met the criteria for differential expression (*t*-test, p<0.05). 

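Among the 57 probe sets that rose in the treated retinas at an adjusted p under 0.05 (limma, paired) were those of the chemokine gene CCL2, the glial filament gene GFAP, the MHC class I light chain gene B2M and the interferon-induced genes MX1 and ISG15. KRT16, a keratin gene of epithelia, was the 1 probe set that fell. These 57 probe sets stood for 35 named genes, and the rest had no gene symbol or shared a gene. At an unadjusted p under 0.05, limma gave 1544 probe sets higher and 1962 lower, 3506 in all where chance alone would give 2601.20. Of these, 44.0% were higher with the arrays as deposited, 48.7% after quantile normalization and 61.7% after each array was centred on its median, and 51.5% without replicate 2 and 35.9% without replicate 3, so the balance of higher and lower probe sets moves with the scaling and with the replicates used. The methods' t-test at a p under 0.05 gave 1392 probe sets higher and 1499 lower, which stood for 805 genes with higher probe sets alone, 663 with lower ones alone and 13 with both. After Benjamini-Hochberg adjustment of the methods' t-test, 0 probe sets passed, and the smallest adjusted p was 0.186. Without the pairing, limma gave 0 probe sets at an adjusted p under 0.05 and 1275 at an unadjusted p under 0.05, and with a variance prior that has no trend it gave 0 and 2889. After adjustment it gave 17 probe sets higher and 0 lower without replicate 1, 166 and 56 without replicate 2 and 109 and 26 without replicate 3.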

Part of the unclassified genes was hypothetical genes (527 genes) of unknown function. Among these different genes, our data revealed that RGC-specific genes, including basic helix–loop–helix family, member e40 (*BHLHE40*), centrosomal protein 97 kDa (*CEP97*), POU domain, class 4, transcription factor 2 (*POU4F2*), iroquois related homeobox 3 (*IRX3*), signal transducer and activator of transcription 1 (*STAT1*), tubulin, beta 3 (*TUBB3*), alcohol dehydrogenase 5 (class III), chi polypeptide (*ADH5*), microtubule associated monoxygenase, calponin and LIM domain containing 2 (*MICAL2*), guanine nucleotide binding protein, alpha stimulating complex locus (*GNAS*), sodium channel, voltage-gated, type I (*SCN1B*), FAT tumor suppressor homolog 3 (*FAT3*), tumor necrosis factor receptor superfamily, member 21 (*TNFRSF21*), tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, eta polypeptide (*YWHAH*), nel-like, type 2 (*NELL2*), were deregulated in the treated retinas according to published microarray data [23-27] (Appendix 1). 

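Of the RGC genes that the study names, 10 were measured here and 7 of them had a log2 fold change above 0. The largest was that of TNFRSF21, a death receptor of the TNF receptor family, at 0.72 (SE 0.12, higher in 3 of 3 pairs, adjusted p = 0.176 from limma), and TUBB3, a neuronal tubulin, stood at 0.38 (SE 0.10, adjusted p = 0.540). CEP97, a centrosomal protein, stood at −0.46 (SE 0.30, adjusted p = 0.773), MICAL2, an oxidoreductase that acts on actin, at −0.18, and NELL2, a secreted neuronal glycoprotein, at −0.21. The adaptor protein gene YWHAH stood at 0.28 and ADH5, an alcohol dehydrogenase, at 0.17. The median of the 10 genes was 0.28, and it was 0.28, 0.29 and 0.21 in the 3 pairs. None of the 10 passed limma after adjustment over all probe sets, with 5 higher and 1 lower at an unadjusted p under 0.05, 5 higher and 3 lower by the methods' t-test and 5 higher when adjusted over the list alone. The study chose these genes on the same samples, so the count is not independent evidence of their direction. As a group they were shifted upward (camera, adjusted p = 0.00373), but not with the correlation between genes estimated from the data (adjusted p = 0.304 with an estimated correlation). The estimated correlation was −0.043, below the preset 0.01, yet the unadjusted camera p rose from 0.00186 to 0.0831. With 3 pairs the estimated form has few degrees of freedom. For this and the other lists, a call lost under it cannot tell gene correlation from low power. With a variance prior that has no trend, camera did not call the 10 RGC genes either (adjusted p = 0.0653). A list of 15 RGC identity genes from general knowledge, which shares NELL2, POU4F2 and TUBB3 with the study, had 13 members above 0 and a median of 0.17 (0.11 without replicate 2 and 0.27 without replicate 3). Its members included EBF1, a transcription factor, at 0.34 and STMN2, a protein of growing axons, at 0.26. None of these 15 passed after adjustment over all probe sets in limma, 6 were higher and 1 lower at an unadjusted p under 0.05, 5 were higher and 1 lower by the methods' t-test, and 3 were higher when adjusted over the list alone. The shift of this list was called by camera (adjusted p = 9.014e-04; adjusted p = 0.313 with an estimated correlation). The study names 14 RGC genes, and those not analysed here include GNAS and FAT3.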

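GFAP, the intermediate filament of astrocytes and of reactive Müller cells, rose in the treated retinas by its brightest probe set (log2 fold change 2.14, SE 0.23, higher in 3 of 3 pairs, adjusted p = 0.0303 from limma). Its log2 signal was 10.86 ± 0.30 (SD, 3 retinas) in control retinas and 13.01 ± 0.98 (SD, 3 retinas) in treated retinas, while a second, dimmer probe set gave a log2 fold change of 0.10. CP, the copper-carrying plasma protein ceruloplasmin, stood at 1.82 by its brightest probe set (SE 0.24, adjusted p = 0.0588), and its other 3 probe sets rose by 2.33, 2.17 and 2.09 with adjusted p = 0.0121, 0.0410 and 0.0164. TIMP1, an inhibitor of matrix metalloproteinases, stood at 0.041 by its brightest probe set and rose by 1.69 by another (SE 0.15, adjusted p = 0.0164). The remaining genes did not pass the test by any probe set. C1S, a protease of the classical complement pathway, stood at 1.53 (SE 0.24, adjusted p = 0.123) and at 0.070 by its other probe set, and AIF1, a microglial calcium-binding protein, at 0.78 (SE 0.24, adjusted p = 0.675). LCN2, an iron-binding lipocalin, stood at 0.0019 by its brightest probe set and at 1.37 (adjusted p = 0.0787), 0.13 and −0.063 by the others, and CAV1, the coat protein of caveolae, gave 0.093, −0.34 and −0.19 by its 3 probe sets. All 7 genes were above 0 by their brightest probe sets, with a median of 0.78; 1 passed after adjustment over all probe sets, 3 by any probe set, and 4 when adjusted over the list alone. They were chosen by the study on these samples and are not independent evidence of their direction. Their shift was called by camera (adjusted p = 2.512e-05; adjusted p = 0.304 with an estimated correlation). Without replicate 1, GFAP did not pass (log2 fold change 2.09, adjusted p = 0.158).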

Genes associated with glial cell activation, including TIMP metallopeptidase inhibitor 1 (*TIMP1*), glial fibrillary acidic protein (*GFAP*), caveolin 1(*CAV1*), allograft inflammatory factor 1 (*AIF1*), ceruloplasmin (*CP*), lipocalin 2 (*LCN2*), complement component 1, s subcomponent (*C1S*), were significantly upregulated in the retinas during the early stages of an intraorbital nerve injury (Appendix 1). In addition, several genes involved in cell death, including macrophage cationic peptide 1 (*MCP-1*), TNF receptor superfamily member 6 (*Fas*), interferon induced with helicase C domain 1 (*IFIH1*), *BDNF*, *GADD45B*, and *B2M* were upregulated, suggesting that the damage to the optic nerve had already signaled to the soma of the RGCs and its surrounding extracellular matrix (Appendix 1). 

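All 6 of these cell death genes had a log2 fold change above 0, with a median of 1.42, and CCL2 (MCP-1), GADD45B and B2M rose by the test. CCL2, a chemokine that attracts monocytes, rose from a log2 signal of 6.74 ± 0.56 (SD, 3 retinas) in control retinas to 9.79 ± 0.21 (SD, 3 retinas) in treated retinas, a log2 fold change of 3.04 (SE 0.27, higher in 3 of 3 pairs, adjusted p = 0.0164 from limma). GADD45B, a gene induced by stress and DNA damage, rose by 1.65 (SE 0.17, adjusted p = 0.0238), and its other probe sets gave 1.39 and 1.12 (adjusted p = 0.220 and 0.200). IFIH1, a sensor of viral double-stranded RNA, stood at 1.17 (SE 0.20, adjusted p = 0.163). BDNF, a neurotrophin, stood at 1.13 by its brightest probe set (SE 0.25, adjusted p = 0.391) and at 0.36 and −0.82 by the others. When adjusted over the list alone all 6 genes were higher, which is not independent evidence, since the study chose them on these samples. The shift of the group was called by camera (adjusted p = 1.544e-12; adjusted p = 0.273 with an estimated correlation). Without replicate 1, neither CCL2 (adjusted p = 0.0660) nor GADD45B (adjusted p = 0.186) passed.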

The mRNA expression levels of RGC-specific genes were lower than those of genes related to glial cells and cell death. 

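The median log2 signal of the study's RGC genes was 10.48 in control retinas and 10.95 in treated retinas. That of its glial activation genes was 10.86 in control and 11.26 in treated retinas, and that of its cell death genes was 7.11 and 8.98. Over all 6 arrays, the median signal of the glial genes lay 0.54 above that of the RGC genes (p = 0.654, permutation test over genes, two-sided), and that of the cell death genes lay 2.70 below it (difference −2.70, p = 0.129, permutation test). Neither difference passed the test. The signal of a probe set depends on its probes as well as on its transcript, so levels of different genes are not on 1 scale, and genes are not independent replicates.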

The main reason may be the low relative frequency of RGCs in the retina [26] or it may indicate that axonal injury was not severe compared to the glial cells. A coupled two-way cluster of these differentially expressed genes between treated retinas and control retinas is shown in Figure 1. 

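Over all 52024 probe sets, the retinas did not separate by treatment: average linkage on 1 minus the correlation first parted both retinas of replicate 1 from the other 4 retinas. Pearson's r across probe sets was 0.933 between treated and control retina of replicate 1, 0.923 of replicate 2 and 0.930 of replicate 3, and 5 of the 6 arrays were nearest to the array of the same number. The first 3 principal components held 33.4%, 20.3% and 16.9% of the variance. Over the 3506 probe sets at an unadjusted p under 0.05 in limma, and over the 2891 at a p under 0.05 in the methods' t-test, the first split lay between treated and control retinas. Those probe sets were selected for that difference, so their clustering does not test it.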

The highest significant genes (>2 fold change, p<0.05) are displayed in Appendix 2. They were then subjected to a Gene Ontology (GO) analysis. 

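The genes with the largest rises included cytokines and genes induced by interferon. Among named genes with a signal above the median of the array, MX1, an antiviral GTPase, rose from a log2 signal of 7.99 ± 0.36 (SD, 3 retinas) in control retinas to 10.31 ± 0.14 (SD, 3 retinas) in treated retinas, a log2 fold change of 2.32 (SE 0.16, adjusted p = 0.0112 from limma). ISG15, a ubiquitin-like protein induced by interferon, rose by 2.04 (SE 0.13, adjusted p = 0.0112), IFIT3, another antiviral protein, by 1.80 (SE 0.14, adjusted p = 0.0130; 0.69 and 1.14 by its other probe sets), and IFI27, another interferon-induced gene, by 1.66 (SE 0.20, adjusted p = 0.0477). SOD2, the mitochondrial superoxide dismutase, rose by 1.76 (SE 0.19, adjusted p = 0.0303), although a second probe set gave −0.11. IGFLR1, a receptor related to the TNF receptors, rose by 1.97 (SE 0.20, adjusted p = 0.0238) and PSD2, an exchange factor for ARF6, by 1.92 (SE 0.19, adjusted p = 0.0238). The genes known here by locus name as LOC697829 and LOC696527 rose by 2.46 and 1.65 (adjusted p = 0.0121 and 0.0303). Each of these was higher in 3 of 3 pairs, as were CCL2, CCL8, IL7, GFAP, MAMU-I and GADD45B, which complete the 15 largest rises. KRT16 fell from 9.66 ± 0.51 (SD, 3 retinas) to 8.39 ± 0.65 (SD, 3 retinas), a log2 fold change of −1.27 (SE 0.14, adjusted p = 0.0304), with −0.92, −0.16 and −0.55 by its other probe sets. The next largest falls, named at an unadjusted p under 0.05 alone, were those of LOC696728 (−1.07, adjusted p = 0.676; 0.067 and −1.10 by its other probe sets), FBLN7, a cell adhesion gene (−1.06, adjusted p = 0.535), and VIT, a gene of the extracellular matrix (a fold of 0.499, adjusted p = 0.716). Of the 15 rises, 0 passed without the pairing or with a variance prior that has no trend, and 5 passed without replicate 1 (LOC697829, MX1, MAMU-I, ISG15 and IFIT3).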

Appendix 3 shows the GO term categories with the biologic process, molecular function, and cellular component obtained from the GO annotation tool. This analysis revealed that seven of the genes were involved in the regulation of antigen processing and presentation (p=0.0224), 12 in the immune response (p=0.0016), and 14 in the immune system process (p=0.0020). 

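Of the genes of MHC class I presentation, all 18 that were measured had a log2 fold change above 0, with a median of 0.60. The median was 0.67 without replicate 1, 0.44 without replicate 2 and 0.91 without replicate 3. MAMU-I, a class I heavy chain, rose by 2.11 (SE 0.21, higher in 3 of 3 pairs, adjusted p = 0.0238 from limma), while its other probe sets stood at 0.86 and −0.027 (adjusted p = 0.716 and 0.992). TAP1, which carries peptides into the endoplasmic reticulum, stood at 1.16 (adjusted p = 0.0654) and the heavy chain MAMU-B at 1.36 (adjusted p = 0.0644), with 0.018 by its other probe set. Class I heavy chains are alike in sequence, and probe sets of MAMU-I, like that of GADD45B, may hybridize with related transcripts. Of the 18 genes, 2 passed after adjustment over all probe sets (B2M and MAMU-I) and 12 when adjusted over the list alone, and the list was called by camera (adjusted p = 1.077e-16; adjusted p = 0.304 with an estimated correlation). Of the interferon-stimulated genes, 33 of 37 were above 0, with a median of 0.66. Of these, 5 passed (ISG15, MX1, IFIT3, IFI27 and IFITM1, a membrane protein that limits virus entry, at 1.45 with adjusted p = 0.0243) and 19 when adjusted over the list alone. The interferon list was called by camera (adjusted p = 1.151e-17; adjusted p = 0.273 with an estimated correlation). MHC class II presentation had 5 of 8 genes above 0 and a median of 0.24 (0.40 without replicate 1, 0.31 without replicate 2 and 0.068 without replicate 3). The class II chain MAMU-DRA stood at 0.49 and its chaperone CD74 at 0.42. For class II, 0 genes passed limma after adjustment or at an unadjusted p under 0.05, 1 was higher by the methods' t-test, and camera made no call (adjusted p = 0.315; adjusted p = 0.616 with an estimated correlation). Over all 36 lists, camera called 15 higher and 4 lower, and 0 of either with an estimated correlation, where the smallest adjusted p was 0.273. Without the pairing, camera with an estimated correlation called interferon-stimulated genes (adjusted p = 0.00985). It also called the study's pathway, qRT-PCR and cell death lists there (adjusted p = 0.0376, 0.0376 and 0.0462), whose genes the study chose on these samples. No other list passed in that setting.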

All primary microarray data are available at the GEO website (GSE 29901).

**Figure 1:**
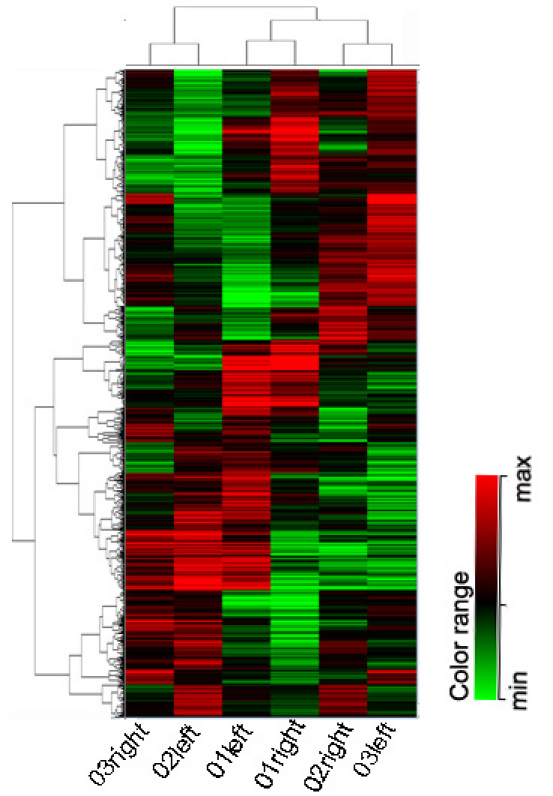
Coupled two-way clustering of samples and differentially expressed genes. A clustering analysis was performed to show the pattern of similarities among three separate groups after radiation treatment, using the differentially expressed genes. Rows represent genes, and columns represent samples. Red and green blocks, respectively, represent high and low expression relative to the control sample, and black blocks indicate equal expression, for which the standard deviation from the mean value is shown at the right. The cluster image shows the treated sides (monkey 01left retina, monkey 02left retina, monkey 03right retina) and the control sides (monkey 01right retina, monkey 02right retina, monkey 03left retina).

Regulation of retinal gene expression after optic nerve injury is complex and controlled by various signaling pathways that regulate the balance between proliferation and differentiation. To examine whether there was recognizable biologic relevance to the gene’s expression patterns, a further functional pathway analysis was performed. The association between the significantly changed genes (p<0.05 and fold change >2) and the canonical pathway was determined based on a p value (p<0.05) calculated with Fisher’s exact test. 

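Of the 25 genes that the study lists under these pathways and that were measured here, 23 had a log2 fold change above 0, with a median of 1.50. SERPING1, the inhibitor of the complement protease C1, stood at 1.77 (adjusted p = 0.0588 from limma), IFI30, a lysosomal reductase of antigen processing, at 1.86 (adjusted p = 0.0661), and OSMR, a receptor of the cytokine oncostatin M, at 1.07 (adjusted p = 0.0638), with −1.05, lower in 3 of 3 pairs, and 0.37 by its dimmer probe sets. The class I heavy chain MAMU-A stood at 1.50 by its brightest probe set (adjusted p = 0.119) and at 2.50 by the other, BLNK, an adaptor protein of B cells, at 1.05 and GNPAT, an enzyme of ether lipid synthesis, at 1.03. CH25H, an interferon-induced cholesterol hydroxylase, stood at 1.48 (adjusted p = 0.397). CLDN18, a tight junction protein, gave −1.11, 1.66 and −0.59 by its probe sets, and CCL18, a chemokine, −0.25 and 2.07, the brightest first in both. Of the 25 genes, 9 passed after adjustment over all probe sets (ISG15, CCL2, B2M, CCL8, PSD2, MAMU-I, GADD45B, SOD2 and IL7) and 23 were higher when adjusted over the list alone, which is not independent evidence, since the study selected them on these samples. The group was called by camera (adjusted p = 6.999e-35; adjusted p = 0.273 with an estimated correlation). Complement genes from general knowledge had 12 of 15 members above 0 and a median of 0.38, with C1QA, a chain of the first component, at 0.61. In limma 0 complement genes passed after adjustment over all probe sets, 7 were higher at an unadjusted p under 0.05, 3 by the methods' t-test and 3 when adjusted over the list alone, and camera called the list (adjusted p = 1.404e-04; adjusted p = 0.304 with an estimated correlation). Cytokines and chemokines driven by NF-kB had 16 of 21 members above 0 and a median of 0.80, which was 0.46 with an offset of 32 and 0.48 among the 9 above the median signal. Among them CCL2, CCL8 and SOD2 passed, and 6 did when adjusted over the list alone. The list was called by camera (adjusted p = 1.832e-06; adjusted p = 0.304 with an estimated correlation). MAMU-B18 was not analysed here.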

Analysis revealed the most significant pathways included allograft rejection, antigen processing and presentation, cell adhesion molecules, complement and coagulation cascades, graft-versus-host disease, Type I diabetes mellitus, autoimmune thyroid disease, cytokine-cytokine receptor interaction, natural killer cell mediated cytotoxicity, RIG-I-like receptor signaling pathway, and the p53 signaling pathway. As shown in Table 2, the middle bar graph represents the p value of the disturbed signaling pathway. The genes altered in each pathway are listed on the right. 

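Rod photoreceptor genes stood lower as a group in the treated retinas: 0 of 16 had a log2 fold change above 0, and the median was −0.20, or −0.18, −0.26 and −0.12 in the 3 pairs, and −0.0995 after median centring. CNGB1, a subunit of the rod channel, stood at −0.59 (adjusted p = 0.371 from limma), and the phototransduction genes PDE6A, GNB1 and PDE6G stood at −0.34, −0.33 and −0.31, with 0.20 by a dimmer probe set of PDE6A. No single rod gene passed limma after adjustment over all probe sets, 6 were lower at an unadjusted p under 0.05, 5 by the methods' t-test and 1 when adjusted over the list alone. The list was called lower by camera (adjusted p = 3.312e-08; adjusted p = 0.311 with an estimated correlation). Horizontal cell genes had 0 of 6 members above 0 and a median of −0.22 (−0.13, −0.51 and −0.14 in the 3 pairs, and −0.12 after median centring), with the transcription factors PROX1 at −0.43 (−0.33, 0.44 and 0.0092 by its other probe sets) and LHX1, a dim probe set, at −2.92, and their list was called lower (camera, adjusted p = 0.00307; adjusted p = 0.304 with an estimated correlation). No horizontal cell gene passed limma after adjustment over all probe sets, and 2 were lower at an unadjusted p under 0.05, by the methods' t-test and when adjusted over the list alone. Müller glia identity genes had 4 of 13 members above 0 and a median of −0.087 as deposited, which was 0.010 after median centring. Without replicates 1, 2 and 3 this median was −0.14, −0.17 and −0.14, and by the mean of all probe sets of a gene it was −0.24. NDRG2, a gene of resting glia, stood at −0.60, KCNJ10, the glial potassium channel, at −0.54, RLBP1, which binds retinaldehyde, at −0.45, while SLC1A3, a glutamate transporter, stood at 0.58. Of the Müller genes 0 passed limma after adjustment over all probe sets, 1 was higher and 4 lower at an unadjusted p under 0.05 and by the methods' t-test, and 1 was higher and 3 lower when adjusted over the list alone. Camera called the Müller list lower (adjusted p = 0.00522; adjusted p = 0.304 with an estimated correlation), but not without the pairing (adjusted p = 0.121) or without replicate 1 (adjusted p = 0.119). RPE genes had 1 of 11 members above 0 and a median of −0.43, which was −1.11, 0.31 and −0.30 in the 3 pairs, with the retinol-binding protein receptor STRA6 at −1.10. In limma 0 RPE genes passed after adjustment over all probe sets or over the list alone, 1 was lower at an unadjusted p under 0.05 and 0 by the methods' t-test. Their list was called lower (camera, adjusted p = 0.00275; adjusted p = 0.453 with an estimated correlation), but not without replicate 1 (adjusted p = 0.779). The retinas were dissected without the RPE, and the pair medians differed in sign, so these values are not read as a response of the RPE.

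**Figure D1:**
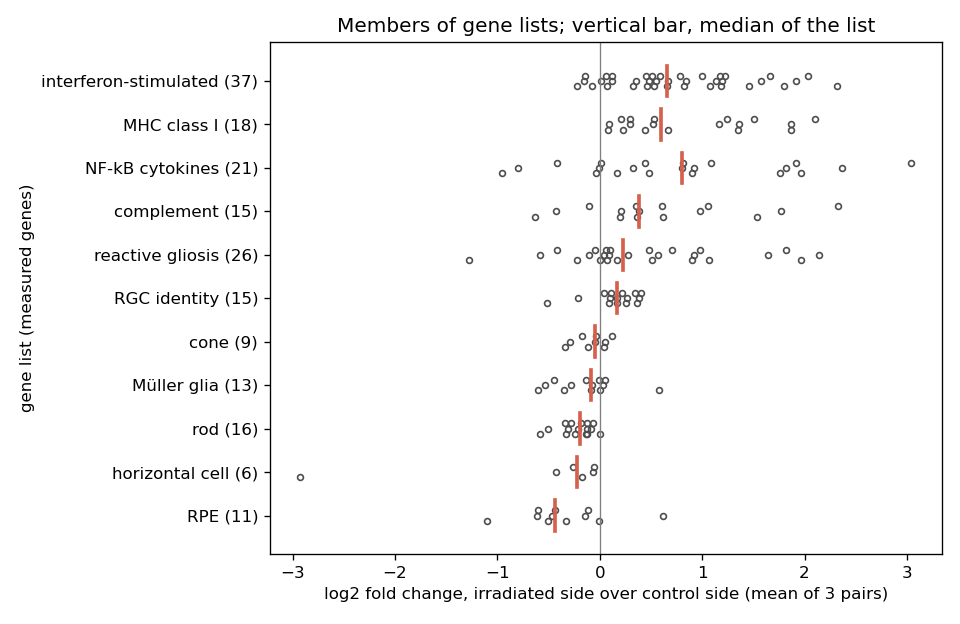
Log2 fold change of treated over control retinas (horizontal axis, mean of 3 pairs) for the measured members of 11 gene lists, with 1 circle per gene, a red bar at the median of each list and the number of genes in parentheses. The interferon-stimulated list has its median at 0.66; the rod list at −0.20, the Müller list at −0.087 and the cone list at −0.044 move to −0.0995, 0.010 and 0.053 after median centring.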

No significant down-regulated ontology groups were found. GO and KEGG pathway database analyses provided a valuable mechanistic insight into retinas following an intraorbital nerve irradiated injury.

**Table 2:** Canonical pathway–based analyses of gene expression data in retinas, KEGG was used to identify the genes significantly associated with canonical pathways in the KEGG pathways database.

**Name**	**p value**	**Genes involved (p<0.05. Fold change>2)**
Allograft rejection	0	FAS, MAMU-A, MAMU-B18, MAMU-I
Antigen processing and presentation	0	B2M, MAMU-A, MAMU-B18, MAMU-I, LOC719379, LOC717726
Complement and coagulation cascades	0.0119	C1S, SERPING1
Graft-versus-host disease	0	FAS, MAMU-A, MAMU-B18, MAMU-I
P53 signaling pathway	0.001	DDB2, FAS, GADD45B,
Type I diabetes mellitus	0	FAS, MAMU-A, MAMU-B18, MAMU-I
Autoimmune thyroid disease	0.0004	FAS, MAMU-A, MAMU-I, MAMU-B18
Viral myocarditis	0.0028	MAMU-A, MAMU-B18, MAMU-I
Endocytosis	0.0021	MAMU-A, MAMU-B18, MAMU-I, PSD2
Cell adhesion molecules(CAMs)	0.0069	MAMU-A,MAMU-B18,MAMU-I, CLDN18
Natural killer cell mediated cytotoxicity	0.0007	FAS,MAMU-A,MAMU-B18,MAMU-I
Cytokine-cytokine receptor interaction	0.0004	CCL8,CXCL10, FAS,IL7,OSMR,MCP-1,CLDN18
Primary immunodeficiency	0.0041	BLNK, LOC717726
RIG-I-like receptor signaling pathway	0.0007	CXCL10, IFIH1,ISG15
NOD-like receptor signaling pathway	0.0016	CCL18, MCP-1
Chemokine signaling pathway	0.0128	CCL8, CXCL10, MCP-1
Peroxisome	0.0165	GNPAT, LOC574097
MAPK signaling pathway	0.0269	BDNF, FAS, GADD45B
Primary bile acid biosynthesis	0.0385	CH25H

Genes from the each treatment meeting the significance p value cutoff of 0.05 and fold change cutoff of 2 were associated with a canonical pathway in KEGG’s database, and considered for the analysis.

To validate microarray data, qRT–PCR analysis of mRNA expression changes was performed on five genes, which were chosen based on a combination of the array results and the potential biologic importance. The expression levels obtained by the analysis were normalized to that of 18S and are shown as the fold increase or decrease relative to that of the control. Table 3 shows the detailed qRT–PCR results. 

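The microarray fold of B2M was 2.35, 3.30 and 2.12 in replicate pairs 1 to 3 by its brightest probe set (2.59 ± 0.622, SD, 3 pairs) and 2.66, 3.89 and 2.35 by its second. GADD45B gave 3.09, 3.97 and 2.54 (3.20 ± 0.721, SD, 3 pairs), and its other 2 probe sets were above 1 in every pair, from 1.59 to 3.66. BDNF gave 2.03, 3.05 and 1.71 by its brightest probe set (2.26 ± 0.702, SD, 3 pairs), 1.18, 2.33 and 0.771 by another, and 0.408, 0.993 and 0.450 by the last, which was below 1 in every pair. MDM2, a ubiquitin ligase, gave 1.45, 1.44 and 1.47 (1.46 ± 0.0173, SD, 3 pairs) by its brightest probe set, while its dimmer probe sets gave folds from 0.0570 to 5.48. For all 4 brightest probe sets the exact sign-flip permutation test gave p = 0.25, the smallest value that 3 pairs allow (two-sided). All 4 genes were above 0 in log2, with a median of 1.24; 2 passed limma after adjustment over all probe sets and 3 when adjusted over the list alone, which is not independent evidence, since the study chose them from the array. Their shift was called by camera (adjusted p = 2.538e-07; adjusted p = 0.273 with an estimated correlation). SCRG1 was not analysed here.

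**Figure D2:**
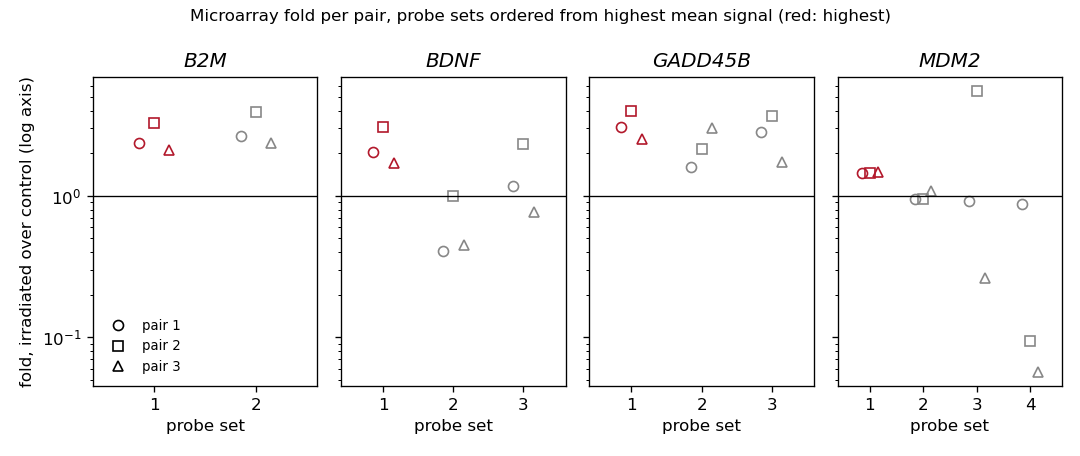
Fold of treated over control signal (vertical, log axis) in each of 3 replicate pairs for every probe set of B2M, BDNF, GADD45B and MDM2, ordered by mean signal with the brightest in red; circles, squares and triangles are pairs 1, 2 and 3. Both probe sets of B2M lie above 1 in every pair, while a dimmer probe set of BDNF lies at 0.408, 0.993 and 0.450.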

As seen from the results, when a gene-symbol only corresponds to one Probe Set-ID, the qRT–PCR analysis shows a similar pattern of mRNA expression changes in experimental and control retina as that shown by the microarray analysis; but when a gene symbol corresponds to more than one Probe Set-ID with a different change trend and call, the qRT–PCR results are not consistent with the microarray analysis. These genes filtered by the criteria (call value=P) are credible and worthy of further study.

**Table 3:** Confirmation of expression patterns of selected genes by quantitative RT–PCR.

		**Fold change in gene expression for monkeys (Microarray/qPCR) ON^a^**		
**GenBank accession number**	**Gene symbol**	**Monkey 01**	**Monkey 02**	**Monkey 03**
NM_001047137	***B2M***	2.66/2.83	3.8/2.22	2.35/3.4
XM_001089568	*BDNF*	2.02/1.59	3.05/0.83	1.71/2.33
XM_001098099	***GADD45B***	3.09/3.31	3.97/2.49	2.54/2.15
XM_001117266	*MDM2*	1.45/1.10	1.44/0.46	1.47/1.66
XM_001085609	*SCRG1*	2.93/0.93	12.45/0.20	46.79/1.26

^a^Fold change was used to evaluate retinal mRNA level by comparing samples of irradiated side with samples of control side. p values for the qPCR are at <0.05. ND, not determined. Genes only corresponding to one probe set-ID were shown in bold.

In addition, an optic nerve injury is regulated by a complex interplay between RGC-axons, astrocytes, and oligodendrocyte lineage cells. We observed the morphological changes between treated nerves (monkey #01 left ON, monkey #02 left ON, monkey #03 right ON) and control nerves (monkey #01 right ON, monkey #02 right ON, monkey #03 left ON). Light microscopy revealed that nerve fiber bundles in treated nerves were slightly edematous and irregularly arranged in a low magnification view of the optic nerve (Figure 2). High magnification showed more nucleated cells aggregated among nerve fiber bundles of the treated nerves than among the control nerves. Almost all of the astrocytic processes in the treated nerves were shorter than those in the controls, were not straight, and were accompanied by decreased GFAP immunostaining (Figure 2), which is a phenomenon referred to as “reactive gliosis.” Olig2-immunohistochemistry confirmed that most of the treated nerves were Olig2-positive oligodendrocytes and oligodendrocytic precursor cells. Others may be inflammatory cells or microglial cells (Figure 3). We did not detect a substantial alteration in expression of an endothelial cell marker CD34^+^ or axonal myelination in the bilateral optic nerves (data not shown). The cellular structures of the bilateral optic nerves were examined using the electron microscope, which depicted swollen mitochondria of different sizes in both treated and control nerves. Rough endoplasmic reticulum vacuoles and slight chromatin condensation were observed in treated nerves (Figure 4). Mitochondrial dysfunction leads to a severe decrease in ATP production, which impairs the function of glial cells and renders the optic nerve vulnerable to injury. Chromatin condensation along the nuclear membrane indicates early apoptosis of glial cells in the treated nerve, which began 24 h after the radiation injury to the intraorbital nerve.

**Figure 2:**
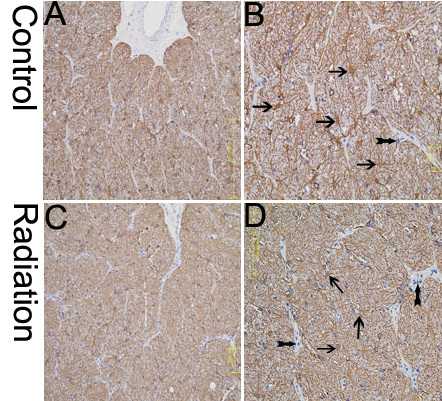
The comparative changes of glial fibrillary acidic protein (GFAP) immunohistochemical staining between control and treated optic nerve. The single arrows indicate astrocytes and the double arrows indicate inflammatory cells. **A**, **B**: The control, illustrating the typical bushy appearance of astrocytes with fine cellular processes. **C**, **D**: The astrocytic processes in the treated nerves displayed were shorter than those in the controls, were not straight, and were accompanied by decreased GFAP immunostaining. The images are representative of results obtained from three separate experiments. Scale bars: **A** and **C**, 200×; **B** and **D**; 400×.

**Figure 3:**
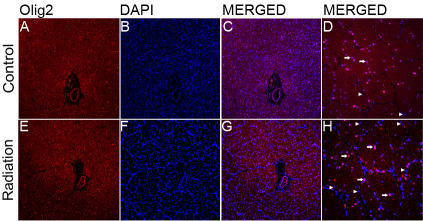
Double immunofluorescence staining for Olig2 (red) and DAPI (blue) on paraffin sections of the control and treated optic nerves using fluorescence microscopy. Overlay images demonstrate Olig2 and DAPI double positive cells. The cells positive for Olig2 (and not DAPI) are blood cells, and the cells positive for DAPI (and not Olig2) are inflammatory or microglial cells. The single arrows indicate oligodendrocyte cells, and the double arrows indicate inflammatory cells. The number of Olig2-positive cells and inflammatory cells apparently increased in the treated optic nerves. The images are representative of results obtained from three separate experiments. **A**–**D** control; **E**–**I** treated. Scale bars: **A**, **B**, **C**, **E**, **F**, and **H**; 100×; **D** and **I**; 400×.

**Figure 4:**
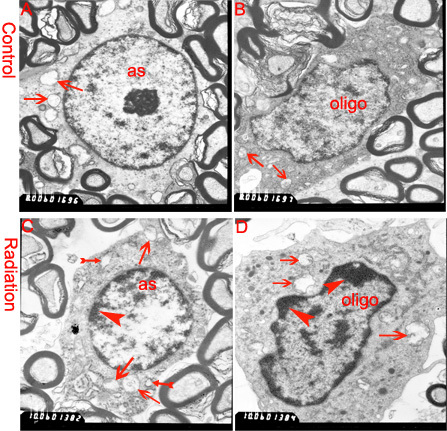
Electron micrographs of the astrocytes (**A**, **C**) and oligodendrocytes (**B**, **D**) of bilateral optic nerves. **A** and **B**, control; **C** and **D**, treated. Astrocytes (as); oligodendrocyte (oligo); swelling mitochondria (arrows); rough endoplasmic reticulum vacuoles (double arrows), and condensed chromatin (arrowheads). Scale bars: **C** and **D**;10,000×; **A** and **B**; 8,000×.

## Discussion

An irradiated injury to an optic nerve will ultimately lead to radiation-induced optic neuropathy (RION), which is an irreversible process of visual function impairment. In this study, we explored genome-wide gene expression-associated alterations in bilateral retinas to observe early retinal, especially RGC, changes at the molecular level. We also examined morphological changes in the bilateral optic nerve using both light and electron microscopy, which might help illuminate the understanding of the pathogenesis of RION.

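Genes that were both more than 2-fold apart and at a p under 0.05 in the methods' t-test were spread over both directions, and the lower ones were mostly dim. In all, 340 probe sets were higher and 311 lower, which stood for 147 genes with higher probe sets alone, 101 with lower ones alone and 2 with both. GFAP, CCL2 and IL7 were among the higher genes, and KRT16 and the horizontal cell factor LHX1 among the lower. When the test was run on the probe sets above the median signal, 102 were higher and 6 lower. The same thresholds in limma gave 562 probe sets higher and 694 lower, of which 148 and 40 lay above the median signal and 414 and 654 below it. The share of higher probe sets at these thresholds in limma was 44.7% as deposited and 55.1% after quantile normalization.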

The microarray data revealed that a total of 1,597 genes met the criteria for differential expression and 82 genes (80 up, 2 down) met the criteria of a twofold increase or decrease and p<0.05. According to published microarray data [23-27], numerous RGC-specific genes in the retinas were induced by a radiation injury in the intraorbital nerve (Appendix 1). bHLHE40, a basic helix–loop–helix transcription factor, positioned genetically upstream of *Brn3b* [28-30], is involved in DNA-damage-induced apoptosis, which is an important regulator of cell differentiation, cell-cycle arrest, and apoptosis [31]. *Brn3b* is selectively expressed only in the retina in RGCs and serves as a central node in what is most certainly a highly complex gene regulatory network for RGC differentiation [25] and is essential for RGC differentiation, axonal outgrowth, and survival [32]. Deletion of *brn3b* results in short, disorganized RGC axons with dendritic rather than axonal features [25]. *STAT1* is frequently described as being proapoptotic and participates in the RGC degenerative pathway [33]. 

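The transcription factors of RGCs that the study names had log2 fold changes above 0 in the treated retinas without passing limma. BHLHE40, a basic helix-loop-helix factor, had a log2 fold change of 0.57 (SE 0.10, higher in 3 of 3 pairs, adjusted p = 0.223 from limma) and 0.34 by its other probe set. POU4F2 (Brn3b), a factor needed for RGC differentiation, stood at 0.36 (SE 0.10, adjusted p = 0.601), and IRX3, a homeobox factor, at 0.29 (SE 0.16, adjusted p = 0.753). All 3 passed the methods' t-test at a p under 0.05.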

Upregulation of several key transcription factors implies that RGC death mechanisms were induced after a radiation injury by the astrocytic network [34] or injured axons. In addition to RGC-specific genes, other transcription factors of the same families might be related to RGC-specific genes because members of the same family may have similar roles.

In addition to RGC-specific genes, genes associated with glial activation were significantly activated in our study (Appendix 1). 

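Of the genes of reactive gliosis taken from general knowledge, GFAP among them, 20 of 26 had a log2 fold change above 0, with a median of 0.23. CHI3L1, a secreted glycoprotein of reactive astrocytes, stood at 1.96 (adjusted p = 0.0582 from limma), and CEBPD, a transcription factor of inflammation, at 1.64 (adjusted p = 0.0547). SERPINA3, a protease inhibitor made by reactive astrocytes, rose by 3.03 and 2.83 by a pair of probe sets (adjusted p = 0.0235 and 0.0151), while its brightest probe set gave 0.065 and its others 0.074 and −0.098 (the gene was named after its values were seen). Of the 26 genes, 1 passed after adjustment over all probe sets (GFAP), 4 by any probe set and 6 when adjusted over the list alone. The list was called higher by camera (adjusted p = 1.495e-05; adjusted p = 0.313 with an estimated correlation). Astrocyte markers had 5 of 6 members above 0 and a median of 0.18, with S100B, a calcium-binding protein, at 0.17 and the glutamate transporter SLC1A2 at −0.45. GFAP was the 1 astrocyte marker that passed, over all probe sets and when adjusted over the list alone, and camera did not call the list (adjusted p = 0.113, or 0.355 with an estimated correlation), though it did without the pairing (adjusted p = 0.0288), without replicate 2 (adjusted p = 0.0133) and after median centring (adjusted p = 0.0250). With an estimated correlation camera lost these calls (adjusted p = 0.183, 0.422 and 0.503).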

Activation of glial cells in the retina was considered a hallmark of neuronal damage [35], which may be involved in the initiation of RGC death [36]. This is consistent with previous reports. As a member of the lipocalin family, *Lcn2* is critical for cell death sensitization, stimulation of cell migration, and morphological changes in reactive astrocytes and it induces upregulation of *GFAP*, which is a marker for an astroglial reaction [37]. CAV1 is co-localized in hypertrophied GFAP-positive astrocytes with GFAP and participates in a variety of cellular functions, including signal translation [38], lipid metabolism [39], cell proliferation [40], and apoptotic cell death [41]. While activation of astrocytes (reactive gliosis) may inhibit neuroregeneration and neurite outgrowth [42], activated astrocytes may also provide a permissive substrate for axonal regrowth [43] or facilitate the integration of transplanted neural stem cells [44]. We speculate that axonal injury signals spread from the injured optic nerve to the surrounding Müller cells and other glial cells in the retina, and then results in their rapid activation.

Only the key genes that control cell cycle, DNA repair, and cell growth regulation were believed to be decisive in cell death or survival with the situation of lethal insults. 

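By their brightest probe sets, CCL2 was 8.25-fold and IL7 7.31-fold higher in the treated retinas, and LOC697829 was 5.50-fold higher. The other cell death genes named by the study lay lower, with GADD45B at 3.14-fold, FAS at 2.81-fold, B2M at 2.54-fold, IFIH1 at 2.26-fold and BDNF at 2.195-fold. SERPINA3 was 8.18-fold and 7.09-fold higher by a pair of dimmer probe sets, and CP was 5.04-fold higher by 1 of its dimmer probe sets. At a p under 0.05 in the methods' t-test, 72 probe sets were more than 5-fold higher, which stood for 22 named genes, and 62 were more than 5-fold lower. Of the probe sets above the median signal, 10 were more than 5-fold higher, for 5 named genes, and 0 were more than 5-fold lower by that test.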

In our study, several transcripts were upregulated more than fivefold. Among them, *MCP-1*, *FAS*, *BDNF*, *IFH1*, *B2M*, and *GADD45B* played a key role in the regulation of retinal cell survival and apoptosis. Generally, the *B2M* gene and *18S* rRNA have constant levels of expression across cell lines following exposure to ionizing radiation, thus they are considered as useful internal controls in gene expression analysis [45]. But the *B2M* gene expression levels were significantly elevated compared to control subjects in this study. 

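B2M, the light chain of MHC class I molecules, was among the brightest genes of the array, with a log2 signal of 12.64 ± 0.14 (SD, 3 retinas) in control retinas and 13.98 ± 0.19 (SD, 3 retinas) in treated retinas. It rose by a log2 fold change of 1.35 (SE 0.13, higher in 3 of 3 pairs, adjusted p = 0.0238 from limma). Its second probe set went from 12.47 ± 0.12 to 14.01 ± 0.38 (SD, 3 retinas each), a rise of 1.54 (SE 0.14, adjusted p = 0.020). Without replicate 1, the log2 fold change of the brightest probe set was 1.40 (adjusted p = 0.155).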

The *B2M* gene encodes a serum protein found in association with the major histocompatibility complex (MHC) class I heavy chain on the surface of nearly all nucleated cells. The protein is potentially neurotoxic and can form amyloid fibrils in some pathological condition [46]. In clinical practice, the high concentration of *B2M* can be seen in hemodialysis patients. Because it cannot pass through the blood brain barrier (BBB), the central nervous system is not affected by amlyoid deposition. However, *B2M* in the central nervous system (CNS) induced by radiation treatment can persistently damage neuronal cells such as RGCs. *FAS* (CD95, APO-1) is a member of the TNF family of cytokine receptors, and a potent inducer of apoptosis [47]. 

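FAS, a death receptor, stood higher by its brightest probe set, with a log2 fold change of 1.49 (SE 0.45, higher in 3 of 3 pairs), and did not pass limma after adjustment (adjusted p = 0.655). Another probe set was at the floor of 0 on all 3 control arrays and at 3.57 ± 1.17 (SD, 3 retinas) on the treated arrays, so no fold is given for it. Its remaining probe sets gave 0.051 and 2.80 and did not pass either.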

In our study, *FAS* gene expression in the retinas of irradiated nerves was upregulated. *FAS*-mediated apoptosis also participates in the disposition of radiation-injured nerves in vivo. In addition, there is limited early stage survival signaling in the treated retina following an optic nerve injury. *GADD45B* is a key member of nuclear proteins, is inducible by DNA-damaging stresses, and has been shown to play an active role in cell cycle arrest, apoptosis, and signal transduction that affects cell survival. It has long been observed that IR-induced *GADD45B* expression linked to *p53* pathways as well as mitogen-activated protein kinases (MAPKs) pathways are important components of the intrinsic neuroprotective mechanisms of RGC neurons in the retina [48]. *BDNF* is an important trophic factor for RGC cells and has been shown to be neuroprotective in RGC injury paradigms. However, the upregulation of insulin-like growth factor (*IGF*)*-1* and related factors antagonizes the trophic activity of *BDNF* [49].

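IL7, a cytokine that keeps lymphocytes alive, and CCL8, a chemokine for monocytes, rose in the treated retinas. IL7 rose from a log2 signal of 5.86 ± 1.58 (SD, 3 retinas) to 8.73 ± 0.81 (SD, 3 retinas), a log2 fold change of 2.87 (SE 0.33, higher in 3 of 3 pairs, adjusted p = 0.0390 from limma), and its other probe sets gave 0.41 and 0.87. CCL8 rose by 1.97 (SE 0.19, adjusted p = 0.0238), with 3.30 and 0.31 by its other probe sets. CXCL10, a chemokine induced by interferon, stood at 1.92 (SE 0.31, adjusted p = 0.126) without passing. TNFRSF11B, a decoy receptor of the TNF family, stood at 0.91 (adjusted p = 0.744), and the matrix metalloproteinase MMP2 at 0.79 (adjusted p = 0.410), with −2.47 by its other probe set. The interleukins IL1B, IL2 and IL5 stood at 0.45, 0.40 and 0.29 by their brightest probe sets (adjusted p = 0.795, 0.751 and 0.774). The other probe sets of IL1B gave 2.17 and 2.22 and those of IL2 gave 0.16 and 1.36. All 8 genes measured were above 0, with a median of 0.85; 2 passed after adjustment over all probe sets and 4 when adjusted over the list alone, and 6 passed the methods' t-test at a p under 0.05. The study chose these genes on the same samples, so the counts are not independent evidence of direction. Camera called the group higher (adjusted p = 1.592e-08; adjusted p = 0.273 with an estimated correlation). IL8RB was not analysed here, and without replicate 1 neither IL7 (adjusted p = 0.186) nor CCL8 (adjusted p = 0.133) passed.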

Our microarray data also showed upregulation of *IL7*, *IL1B*, *IL8RB*, *MMP2*, *CCL8*, *CXCL10*, and *TNFRSF11B*, with downregulation of *IL2*, and *IL5* among different genes. *IL-7* and *IL-2* are members of the γ–chain family of cytokines that have been implicated in the process of memory CD8+ T cell generation [50,51]. *IL-7* was believed to be crucial for providing survival signals to naive and memory CD8+ T cells [52]. Moreover, a previous study has demonstrated that *IL-2* downregulated *IL-7Ra* expression in activated T cells. The cytotoxic function of these antigen-specific CD8+ T cells has been reported to play an important role in keeping chronic infection under control. *IL1B* is a potent pro-inflammatory cytokine that is primarily produced by microglia in the brain and it plays a key role in the pathogenesis of several acute and chronic neurologic disorders. The above changes indicate that an acute inflammatory response in the treated retinas occurred as early as in the first 24 h after a radiation injury to the intraorbital nerve, which could change normal communication between cells and contribute to additional secondary damage from the ongoing inflammatory responses.

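Markers of microglia and of blood leukocytes stood mostly above 0, and no single gene of them passed limma after adjustment over all probe sets. LYZ, the lysozyme of myeloid cells, had a log2 fold change of 1.27 (adjusted p = 0.0745 from limma), CD14, a receptor of monocytes for bacterial lipopolysaccharide, 0.84 (adjusted p = 0.705), and TYROBP, an adaptor of microglial receptors, 0.64 (adjusted p = 0.676). Of 15 markers of microglia and macrophages, 9 were above 0 and the median was 0.35. In limma 0 of them passed after adjustment over all probe sets or over the list alone, 6 were higher at an unadjusted p under 0.05 and 3 by the methods' t-test, and camera did not call the list (adjusted p = 0.0701, or 0.313 with an estimated correlation), though it did without the pairing (adjusted p = 0.0278), above the median signal (adjusted p = 0.0277) and after quantile normalization (adjusted p = 0.0420). With an estimated correlation camera lost these calls (adjusted p = 0.311, 0.256 and 0.340). Of 12 blood leukocyte markers, 10 were above 0 and the median was 0.46. For these, 0 passed limma after adjustment over all probe sets, 2 were higher at an unadjusted p under 0.05, 1 by the methods' t-test and 1 when adjusted over the list alone (camera, adjusted p = 0.0504; adjusted p = 0.313 with an estimated correlation). The leukocyte list was called in 7 other settings, such as without the pairing (adjusted p = 0.0288) and after quantile normalization (adjusted p = 0.0329). With an estimated correlation camera lost these calls, with adjusted p between 0.298 and 0.589. The leukocyte median was 0.14 with an offset of 32, where camera called the list (adjusted p = 0.0347).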

Regulation of gene expression is complex and controlled by various signaling pathways. These signals play critical roles in controlling cell survival and repopulation effects following irradiation, in a cell-type-dependent manner. That is to say, most of these altered genes do not necessarily produce the final biologic effects, but regulate other genes. So in this study, we employed both GO analysis with GenMAPP and KEGG pathway annotation. Using these integrated tools, we identified significant signal pathways based on *B2M* and *GADD45B* (p<0.05). Analysis of pathways revealed the most significant pathways included antigen processing and presentation, the MAPK signaling pathway, cell cycle, and the *p53* signaling pathway.

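TYMS, an enzyme of thymidylate synthesis in dividing cells, had the largest log2 fold change of the cell cycle genes, 2.01 (SE 0.26, higher in 3 of 3 pairs, adjusted p = 0.0588 from limma), with −0.23 and 1.50 by its other probe sets. The replication gene MCM3 stood at 0.48 (adjusted p = 0.736) and the mitotic kinase AURKB at −0.29 (adjusted p = 0.752), with 0.92 by a probe set near the floor. Of 17 cell cycle genes, 12 were above 0. Their median was 0.093, or 0.14 without replicate 1, 0.038 without replicate 2 and 0.089 without replicate 3. In limma 0 of them passed after adjustment over all probe sets, 2 were higher at an unadjusted p under 0.05, 2 were higher and 1 lower by the methods' t-test, and 1 was higher when adjusted over the list alone (camera, adjusted p = 0.332; adjusted p = 0.468 with an estimated correlation). Core apoptosis genes had 13 of 18 members above 0 and a median of 0.15, with BBC3 (PUMA), which promotes apoptosis, at 0.51 and BCL2L1, which opposes it, at 0.53 by its brightest probe set and −0.24, −0.18 and −0.16 by the others. Among them 0 passed limma after adjustment over all probe sets, 4 were higher and 1 lower at an unadjusted p under 0.05, 3 were higher by the methods' t-test and 1 when adjusted over the list alone (camera, adjusted p = 0.186, or 0.381 with an estimated correlation). Camera called the list higher without replicate 2 (adjusted p = 0.0377), but not with an estimated correlation there (adjusted p = 0.422). The apoptosis median was 0.082 without replicate 1, 0.19 without replicate 2 and 0.14 without replicate 3. It was 0.0010 by the mean of all probe sets of a gene.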

Expression of the GADD (growth arrest and DNA damage) gene family occurs with most conditions inducing DNA damage or growth arrest. Induction of *GADD45* mRNA and *GADD45* protein expression depends on a wild-type p53 phenotype and p53-dependent G1 cell cycle arrest [53], suggesting that *GADD45* may function as a downstream effector for *p53* in the radiation-induced G1 delay [54]. We have shown here that *p53*, *MDM2*, BCL2-associated X protein (*BAX*), *GADD45B*, and TP53 apoptosis effector (*PERP*) in the retina are upregulated in response to radiation treatment of the intraorbital nerve. These results suggest that radiation treatment of the intraorbital nerve led to retinal cell DNA damage, and modulation in the expression of the tumor suppressor’s *p53*/*p21* signaling pathway plays an important role in the development of vision loss after radiation.

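BAX, which opens mitochondria in apoptosis, had a log2 fold change of 0.64 by its brightest probe set (SE 0.13, adjusted p = 0.336 from limma) and 0.60 and 0.48 by the others. MDM2 stood at 0.54 by its brightest probe set (adjusted p = 0.752) and at −2.58, 0.13 and −0.0080 by the others, and PERP, a protein of the plasma membrane, stood at 0.41 (adjusted p = 0.818). The study names 5 genes here, of which 4 were analysed. With GADD45B, all 4 were above 0, with a median of 0.59. Of these genes, 1 passed after adjustment over all probe sets, 2 when adjusted over the list alone and 4 by the methods' t-test at a p under 0.05. They were chosen on the same samples and are not independent evidence of direction. The group was called by camera (adjusted p = 1.192e-04; adjusted p = 0.273 with an estimated correlation). DDB2, a DNA repair gene of the study's pathway table, stood at 1.38 (adjusted p = 0.185), and CDKN1A (p21), the inhibitor of cyclin-dependent kinases that the study also mentions, at 0.40.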

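The mRNAs of the MAPK kinases were not called as a group: 9 of 14 had a log2 fold change above 0 and the median was 0.043. The kinase median was −0.0032 without replicate 1, 0.083 without replicate 2 and 0.052 without replicate 3. It was −0.088 by the mean of all probe sets of a gene, so its sign was not stable. MAPK3 (ERK1) stood at −0.25 (adjusted p = 0.730 from limma), MAPK8 (JNK1) at 0.20 (adjusted p = 0.909; −1.27 and −0.042 by its other probe sets) and MAPK13 (p38 delta) at 0.12 (adjusted p = 0.897; −0.32 by its other probe set). In limma 0 of the 14 passed after adjustment over all probe sets or over the list alone, 1 was lower at an unadjusted p under 0.05 and 0 by the methods' t-test. Camera made no call, and its direction was lower although the median was above 0 (adjusted p = 0.815; adjusted p = 0.880 with an estimated correlation). Among genes that MAPK signaling induces, 10 of 15 were above 0 and the median was 0.067. The sign of this median was not stable. It was −0.039 without replicate 1, −0.045 without replicate 2 and 0.10 without replicate 3. By the mean of all probe sets of a gene it was −0.038. GADD45B was the 1 that passed, over all probe sets and when adjusted over the list alone, and the feedback inhibitor SPRY2 stood at 0.14, with −0.11 by its other probe set (camera, adjusted p = 0.540; adjusted p = 0.812 with an estimated correlation). The arrays measure mRNA and not the phosphorylation by which these kinases are activated.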

Apart from the *P53* tumor suppressor pathway, we also found that the three major MAPK signaling pathways—p38 MAPK, extracellular signal-regulated protein kinases, and c-Jun N-terminal protein kinase—were activated in our study. An increasing body of evidence suggests that MAPKs play a key role in transmitting cellular stress stimuli, such as ischemia, heat shock, microbial infection, and irradiation by sequential protein phosphorylation [55,56]. The p38 MAPK pathway, in a manner not dissimilar to that described for the JNK pathway, plays an important role in the control of radiation-induced G2/M arrest, which is protective, and, in certain cell types, may also play a proapoptotic role via the induction of GADD transcription factors. Activation of the JNK pathway was initially linked to the toxic effects of radiation signaling [39]. Recent studies have reported that the p38 MAPK signaling pathway in several different inflammatory models regulates vascular inflammation and epithelial barrier dysfunction in the formation of proinflammatory cytokines, such as tumor necrosis factor α, interleukin (IL) 6, and the CXC chemokine *IL-8* [57].

Astroglia and oligodendroglia are the two most common types of glia in the optic nerve and constitute the large majority of optic nerve cells. The astrocytic network encapsulates the microvessel wall with perivascular endfeet, provides structural, trophic, and metabolic support and maintains synaptic functions by buffering ion concentrations, clearing released neurotransmitters [58]. Damage to astrocytes will inevitably break down the functioning of the astrocytic network and BBB, which will lead to metabolic disorders in oligodendrocytes, vascular enthothelial cells, other glial cells, and reactive gliosis. Oligodendrocytes, which are more sensitive to injury induced by specific stimuli and are much more susceptible to cell death than astrocytes and neuronal cells [59], were significantly increased in the treated nerves compared with the control ones (mean±SD: 334±35 cells/field versus 265±11 cells/field, p<0.05). The increased oligodendrocytes evoke neuronal repair from oligodendrocytes precursor cells and provide trophic support after a nerve injury. But differentiating oligodendroglial cells are especially sensitive to mitochondrial dysfunction, and even a slight injury will completely interrupt the differentiation program [60]. Worse, the increase in oligodendrocyte precursor cells will inevitably exacerbate metabolic insults for this condition. Our study showed swelling of the mitochondria in bilateral optic nerves, which lead to a severe decrease in ATP production, rendering the optic nerve vulnerable to injury and repressing proliferation of differentiating oligodendroglial cells.

The major drawback of this study is that there were no control groups administered with different doses, primarily because of the limited number of experimental animals. We took measures to reduce the radiation dose to bilateral eyeballs and the contralateral optic nerve. The ipsilateral eyeball reached 3 Gy, the contralateral eyeball reached 1 Gy. Whether retinal damage was caused directly by this low dose or indirectly by intraorbital nerve irradiation injury needs to be studied further. Another drawback was that our samples contained the whole neural retina, which is composed of many cell types. RGCs were only a small part of the retina. Studies of dissociated, cultured RGCs indicate gene expression unique to RGCs, but under these conditions, their axons were transected and they were separated from their normal condition. The real changes and interactions among retinal cell types could not be reflected in vivo.

The mammalian retina is a complex tissue composed of neuronal, glial, and vascular cell types among which RGCs are the only type of output neurons that send their axons to the visual cortex of the brain. Similar to immature motor neurons, adult mammalian retinal ganglion cells are particularly vulnerable to the crushing or transaction of their axons in the optic nerve, the loss of which is irreversible. Damage to axons can signal the soma of the RGCs in the retina within 30 min of an axonal injury, which then initiates pathways of cell death in RGCs within 6 h of the injury. Although RGC degeneration and damage are present in glaucoma and other ocular neuropathies, little is known about the retinal reactions at the genetic and molecular levels, especially regarding RGC and glial reactions in the retina, in response to a radiation injury to the intraorbital nerve. We hypothesize that an up-threshold radiation injury to the optic nerve is capable of triggering RION. Our microarray results demonstrate that the current radiation dose damaged RGCs in the retina, and genes associated with glial cells in the retina were more sensitive than RGC-specific genes in response to a radiation injury to the intraorbital nerve. 

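Set side by side, the study's glial activation genes had higher fold changes than its RGC genes, and its cell death genes the highest. The median log2 fold change of the glial genes exceeded that of the RGC genes by 0.50, a difference that did not pass a permutation test over genes (p = 0.0698, two-sided). The median of the cell death genes exceeded that of the RGC genes by 1.14 (p = 0.00375, permutation test). Within the glial group GFAP, CP and C1S stood high and CAV1, TIMP1 and LCN2 near 0 by their brightest probe sets, and within the RGC group TNFRSF21 and BHLHE40 stood highest and CEP97 lowest. On absolute log2 fold changes the glial genes exceeded the RGC genes by 0.46 (p = 0.0420, permutation test). The difference of 0.50 became 0.60 without replicate 1 (p = 0.0165, permutation test) and 0.57 after quantile normalization (p = 0.0379, permutation test), and it was 0.35 by the mean of all probe sets of a gene (p = 0.108, permutation test). Genes are not independent replicates, and the study chose all 3 groups on these samples. The paper reports the RGC genes as deregulated and the glial and cell death genes as upregulated, and it states that the RGC genes were expressed at lower levels than the other groups. For that lower level it proposes either the low frequency of RGCs in the retina or an axonal injury milder than that of the glial cells. From these microarray results the paper concludes that the dose damaged the RGCs and that glial genes responded more than RGC genes.

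**Figure D3:**
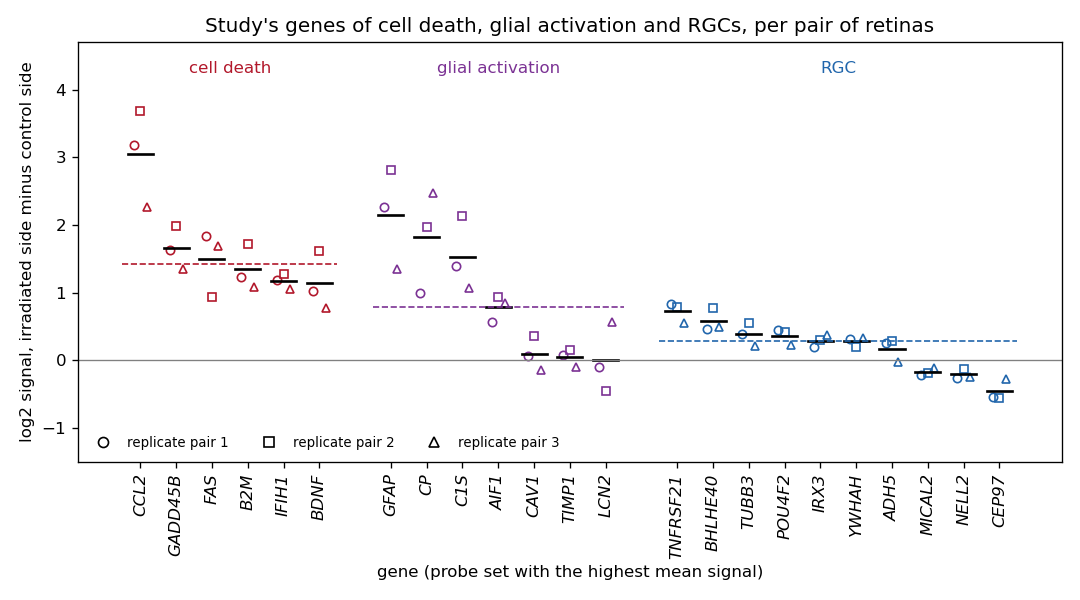
Log2 signal of the treated (irradiated) retina minus that of the control retina (vertical axis) for the study's genes of cell death, glial activation and RGCs, by the brightest probe set; circles, squares and triangles are replicate pairs 1, 2 and 3, black bars the mean of the pairs and dashed lines the median of each group. The medians lie at 1.42, 0.78 and 0.28.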

Morphological changes in bilateral optic nerves show that the primary insult to the optic nerve after radiation treatment possibly does not lie in myelinated axons but in the glial cells in the optic nerve. We envision that one of the several types of glial cells rather than intrinsic neurons initiates the optic nerve injury after radiation treatment. The dysfunction will lead to glial cell death or to a fibroglial reaction. Furthermore, injury signals from the optic nerves also signal the retina through the astrocytic network. Such effects will break down BBB and ultimately lead to dymyelination of the optic nerve, reactive astrocytosis, and the death of vascular endothelial cells and RGCs.

## Appendix 1. Candidate optic neuropathy genes expressed by retina.

To access the data, click or select the words “Appendix 1.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 2. Genes with fold change>2 and p<0.05 in retina after radiated injury of intraorbital optic nerve.

To access the data, click or select the words “Appendix 2.” This will initiate the download of a compressed (pdf) archive that contains the file. FC refers to fold up- or down- regulation of each gene expressed in treated retinas in relation to expression in untreated retinas. The p values for these genes are all less than 0.05.

## Appendix 3. Gene expression profiles in the retina after optic nerve irradiated injury.

To access the data, click or select the words “Appendix 3.” This will initiate the download of a compressed (pdf) archive that contains the file.

## References

[1] Dieckmann K, Georg D, Zehetmayer M, Bogner J, Georgopoulos M, Pötter R (2003). LINAC based stereotactic radiotherapy of uveal melanoma: 4 years clinical experience.. Radiother Oncol.

[2] Zabramski JM, Kiris T, Sankhla SK, Cabiol J, Spetzler RF (1998). Orbitozygomatic craniotomy. Technical note.. J Neurosurg.

[3] Klink DF, Miller NR, Williams J (1998). Preservation of residual vision 2 years after stereotactic radiosurgery for a presumed optic nerve sheath meningioma.. J Neuroophthalmol.

[4] Thompson TP, Lunsford LD, Flickinger JC (2000). Radiosurgery for hemangiomas of the cavernous sinus and orbit: Technical case report.. Neurosurgery.

[5] Yang Z, Quigley HA, Pease ME, Yang Y, Qian J, Valenta D, Zack DJ (2007). Changes in gene expression in experimental glaucoma and optic nerve transection: the equilibrium between protective and detrimental mechanisms.. Invest Ophthalmol Vis Sci.

[6] Agudo M, Pérez-Marín MC, Lönngren U, Sobrado P, Conesa A, Cánovas I, Salinas-Navarro M, Miralles-Imperial J, Hallböök F, Vidal-Sanz M (2008). Time course profiling of the retinal transcriptome after optic nerve transection and optic nerve crush.. Mol Vis.

[7] Wang AG, Chen CH, Yang CW, Yen MY, Hsu WM, Liu JH, Fann MJ (2002). Change of gene expression profiles in the retina following optic nerve injury.. Brain Res Mol Brain Res.

[8] Kim M-S, Park K, Kim JH, Kim Y-D, Lee JI (2008). Gamma knife radiosurgery for orbital tumors.. Clin Neurol Neurosurg.

[9] Leber KA, Berglof J, Pendl G (1998). Dose-response of the visual pathways and cranial nerves of the cavernous sinus to stereotactic radiosurgery.. J Neurosurg.

[10] Kruse JJ, te Poele JA, Velds A, Kerkhoven RM, Boersma LJ, Russell NS, Stewart FA (2004). Identification of differentially expressed genes in mouse kidney after irradiation using microarray analysis.. Radiat Res.

[11] Lehnert S (2000). Prediction of tumor response to therapy: molecular markers and the microenvironment. Apoptosis and chips: An overview of the proceedings.. Radiat Res.

[12] Tada M, Matsumoto R, Iggo RD, Onimaru R, Shirato H, Sawamura Y, Shinohe Y (1998). Selective sensitivity to radiation of cerebral glioblastomas harboring p53 mutations.. Cancer Res.

[13] Joki T, Carroll RS, Dunn IF, Zhang J, Abe T, Black PM (2001). Assessment of alterations in gene expression in recurrent malignant glioma after radiotherapy using complementary deoxyribonucleic acid microarrays.. Neurosurgery.

[14] Kang CM, Cho HN, Ahn JM, Lee SS, Jeoung DI, Cho CK, Bae S, Lee SJ, Lee YS (2004). Alteration of gene expression during radiation-induced resistance and tumorigenesis in NIH3T3 cells revealed by cDNA microarrays: involvement of MDM2 and CDC25B.. Carcinogenesis.

[15] Rosen EM, Fan S, Rockwell S, Goldberg ID (1999). The molecular and cellular basis of radiosensitivity: Implications for understanding how normal tissues and tumors respond to therapeutic radiation.. Cancer Invest.

[16] Fornace AJ, Amundson SA, Bittner M, Myers TG, Meltzer P, Weinsten JN, Trent J (1999). The complexity of radiation stress responses: Analysis by informatics and functional genomics approaches.. Gene Expr.

[17] Kubota N, Okada S, Inada T, Ohnishi K, Ohnishi T (2000). Wortmannin sensitizes human glioblastoma cell lines carrying mutant and wild type TP53 gene to radiation.. Cancer Lett.

[18] Lammering G, Lin PS, Contessa JN, Hampton JL, Valerie K, Schmidt-Ullrich RK (2001). Adenovirus-mediated overexpression of dominant negative epidermal growth factor receptor-CD533 as a gene therapeutic approach radiosensitizes human carcinoma and malignant glioma cells.. Int J Radiat Oncol Biol Phys.

[19] Chinnaiyan P, Huang S, Vallabhaneni G, Armstrong E, Varambally S, Tomlins SA, Chinnaiyan AM, Harari PM (2005). Mechanisms of enhanced radiation response following epidermal growth factor receptor signaling inhibition by erlotinib (Tarceva). Cancer Res.

[20] Iversen LL, Bloom FE (1972). Studies of the uptake of 3H-GABA and [3H] glycine in slices and homogenates of rat brain and spinal cord by electron microscopic autoradiography.. Brain Res.

[21] Glowinski J, Iversen LL (1966). Regional studies of catecholamines in the rat brain. I. The disposition of [3H] norepinephrine. J Neurochem.

[22] Li YQ, Chen P, Haimovitz-Friedman A, Reilly RM, Wong CS (2003). Endothelial apoptosis initiates acute blood-brain barrier disruption after ionizing radiation.. Cancer Res.

[23] Ivanov D, Dvoriantchikova G, Nathanson L, McKinnon SJ, Shestopalov VI (2006). Microarray analysis of gene expression in adult retinal ganglion cells.. FEBS Lett.

[24] Guo Y, Johnson EC, Cepurna WO, Dyck JA, Doser T, Morrison JC (2011). Early Gene Expression changes in the retinal ganglion cell layer of a rat glaucoma model.. Invest Ophthalmol Vis Sci.

[25] Mu X, Klein WH (2004). A gene regulatory hierarchy for retinal ganglion cell specification and differentiation.. Semin Cell Dev Biol.

[26] Farkas RH, Qian J, Goldberg JL, Quigley HA, Zack DJ (2004). Gene Expression Profiling of purified rat retinal ganglion cells.. Invest Ophthalmol Vis Sci.

[27] Kim CY, Kuehn MH, Clark AF, Kwon YH (2006). Gene expression profile of the adult human retinal ganglion cell layer.. Mol Vis.

[28] Brown NL, Kanekar S, Vetter ML, Tucker PK, Gemza DL, Glaser T (1998). Math5 encodes a murine basic helix-loop-helix transcription factor expressed during early stages of retinal neurogenesis.. Development.

[29] Brown NL, Patel S, Brzezinski J, Glaser T (2001). Math5 is required for retinal ganglion cell and optic nerve formation.. Development.

[30] Wang SW, Kim BS, Ding K, Wang H, Sun D, Johnson RL, Klein WH, Gan L (2001). Requirement for math5 in the development of retinal ganglion cells.. Genes Dev.

[31] Thin TH, Li L, Chung TK, Sun H, Taneja R (2007). Stra13 is induced by genotoxic stress and regulates ionizing-radiation-induced apoptosis.. EMBO Rep.

[32] Mu X, Beremand PD, Zhao S, Pershad R, Sun H, Scarpa A, Liang S, Thomas TL, Klein WH (2004). Discrete gene sets depend on POU domain transcription factor Brn3b/Brn-3.2/POU4f2 for their expression in the mouse embryonic retina.. Development.

[33] Samardzija M, Wenzel A, Aufenberg S, Thiersch M, Remé C, Grimm C (2006). Differential role of Jak-STAT signaling in retinal degenerations.. FASEB J.

[34] Fitzgerald M, Bartlett CA, Harvey AR, Dunlop SA (2010). Early Events of Secondary Degeneration after partial optic nerve transection: An immunohistochemical study.. J Neurotrauma.

[35] Zhang S, Wang H, Lu Q, Qing G, Wang N, Wang Y, Li S, Yang D, Yan F (2009). Detection of early neuron degeneration and accompanying glial responses in the visual pathway in a rat model of acute intraocular hypertension.. Brain Res.

[36] Zhang X, Cheng M, Chintala SK (2004). Optic nerve ligation leads to astrocyte-associated matrix metalloproteinase-9induction in the mouse retina.. Neurosci Lett.

[37] Lee S, Park JY, Lee WH, Kim H, Park HC, Mori K, Suk K (2009). Lipocalin-2 Is an Autocrine mediator of reactive astrocytosis.. J Neurosci.

[38] Cameron PL, Liu C, Smart DK, Hantus ST, Fick JR, Cameron RS (2002). Caveolin-1 expression is maintained in rat and human astroglioma cell lines.. Glia.

[39] Ikezu T, Ueda H, Trapp BD, Nishiyama K, Sha JF, Volonte D, Galbiati F, Byrd AL, Bassell G, Serizawa H, Lane WS, Lisanti MP, Okamoto T (1998). Affinity-purification and characterization of caveolins from the brain:Differential expression of caveolin-1, −2, and −3 in brain endothelial and astroglial cell types.. Brain Res.

[40] Okamoto T, Schlegel A, Scherer PE, Lisanti MP (1998). Caveolins, a family of scaffolding proteins for organizing “preassembled signaling complexes” at the plasma membrane.. J Biol Chem.

[41] Williams TM, Lisanti MP (2004). The Caveolin genes: From cell biology to medicine.. Ann Med.

[42] Silver J, Miller JH (2004). Regeneration beyond the glial scar.. Nat Rev Neurosci.

[43] Ridet JL, Malhotra SK, Privat A, Gage FH (1997). Reactive astrocytes: Cellular and molecular cues to biological function.. Trends Neurosci.

[44] Nishida A, Takahashi M, Tanihara H, Nakano I, Takahashi JB, Mizoguchi A, Ide C, Honda Y (2000). Incorporation and differentiation of hippocampus-derived neural stem cells transplanted in injured adult rat retina.. Invest Ophthalmol Vis Sci.

[45] Banda M, Bommineni A, Thomas RA, Luckinbill LS, Tucker JD (2008). Evaluation and validation of housekeeping genes in response to ionizing radiation and chemical exposure for normalizing RNA expression in real-time PCR.. Mutat Res.

[46] Giorgetti S, Raimondi S, Cassinelli S, Bucciantini M, Stefani M, Gregorini G, Albonico G, Moratti R, Montagna G, Stoppini M, Bellotti V (2009). β2-Microglobulin is potentially neurotoxic, but the blood brain barrier is likely to protect the brain from its toxicity.. Nephrol Dial Transplant.

[47] Locksley RM, Killeen N, Lenardo MJ (2001). The TNF and TNF receptor superfamilies: Integrating mammalian biology.. Cell.

[48] Liu B, Suyeoka G, Papa S, Franzoso G, Neufeld AH (2009). Growth arrest and DNA damage protein 45b (Gadd45b) protects retinal ganglion cells from injuries.. Neurobiol Dis.

[49] Fan W, Agarwal N, Cooper NG (2006). The role of CaMKII in BDNF-mediated neuroprotection of retinal ganglion cells (RGC-5).. Brain Res.

[50] Schluns KS, Lefrancois L (2003). Cytokine control of memory T-cell development and survival.. Nat Rev Immunol.

[51] Prlic M, Lefrancois L, Jameson SC (2002). Multiple choices: Regulation of memory CD8 T cell generation and homeostasis by interleukin (IL)-7 and IL-15.. J Exp Med.

[52] Ma A, Koka R, Burkett P (2006). Diverse functions of IL-2, IL-15, and IL-7 in lymphoid homeostasis.. Annu Rev Immunol.

[53] Kastan MB, Zhan Q, el-Deiry WS, Carrier F, Jacks T, Walsh WV, Plunkett BS, Vogelstein B, Fornace AJ (1992). A mammalian cell cycle checkpoint pathway utilizing p53 and GADD45 is defective in ataxia-telangiectasia.. Cell.

[54] Zhan Q, Bae I, Kastan MB, Fornace AJJ (1994). The p53-dependent gamma-ray response of GADD45.. Cancer Res.

[55] Dent P, Yacoub A, Fisher PB, Hagan MP, Grant S (2003). MAPK pathways in radiation responses.. Oncogene.

[56] Kumar S, Boehm J, Lee JC (2003). P38 MAP kinases: Key signaling molecules as therapeutic targets for inflammatory diseases.. Nat Rev Drug Discov.

[57] Mihaescu A, Santen S, Jeppsson B, Thorlacius H (2010). P38 Mitogen-activated protein kinase signaling regulates vascular inflammation and epithelial barrier dysfunction in an experimental model of radiation-induced colitis.. Br J Surg.

[58] Baumann N, Pham-Dinh D (2001). Biology of oligodendrocyte and myelin in the mammalian central nervous system.. Physiol Rev.

[59] Casaccia-Bonnefil P, Aibel L, Chao MV (1996). Central glial and neuronal populations display differential sensitivity to ceramide-dependent cell death.. J Neurosci Res.

[60] Schoenfeld R, Wong A, Silva J, Li M, Itoh A, Horiuchi M, Itoh T, Pleasure D, Cortopassi G (2010). Oligodendroglial differentiation induces mitochondrial genes and inhibition of mitochondrial function represses oligodendroglial differentiation.. Mitochondrion.

How the deposited data were processed for this re-analysis (not part of the article)

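The samples were the treated and control retinas of 3 rhesus macaques, collected 24 h after gamma knife irradiation of 1 intraorbital optic nerve, with 1 array per retina and 6 arrays in all. Total RNA of the temporal retina was labelled and hybridized to the Affymetrix Rhesus Macaque Genome Array, which has 1 color. The authors deposited log2 values of the MAS 5.0 signal, computed with the GeneSpring software. MAS 5.0 summarises the probes of a probe set within an array and scales the array to a common mean, and no step between arrays was seen in the values: the 2% trimmed mean of the linear signals lay between 505.3 and 505.8 on the 6 arrays, while their medians differed. Signals below 1 were set to 1 by that processing, so the lowest log2 value is 0. The version of the MAS5 tool is not given in the sources used here, and detection calls were not used here. The share of probe sets under a log2 signal of 5, where MAS 5.0 values scatter widely, was 22.6%, 24.8% and 25.9% on the control arrays and 22.6%, 29.7% and 24.8% on the treated arrays of replicates 1 to 3. The number of arrays limits the precision of every comparison.

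From these values the treated minus control difference was fitted for each of 52024 probe sets with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), with the replicate number as a block, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. Control probe sets were left out, and no filter on dim probe sets and no further normalization were applied. The paired t-test that the methods name was run on the same log2 values and counted at an unadjusted p under 0.05, with and without a fold over 2, and after Benjamini-Hochberg adjustment. Genes were named through the platform annotation, updated by gene identifier with the reference's gene table of assembly T2T-MMU8v2.0, in which 98.6% of the probe sets with 1 symbol were found, and no coordinates were taken from it. Probe sets with several symbols were not named. Each gene was represented by its probe set with the highest mean signal. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

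Treated and control retinas were paired by replicate number. The paper's methods use a paired test of both retinas of a monkey, and its Table 3 gives microarray folds per monkey, which the ratios within replicate numbers matched for 1 probe set of each of B2M, BDNF, GADD45B and MDM2 to within 2.40%, 0.284%, 0.167% and 0.331%. The deviations from the group means of arrays of the same number had correlations of 0.357, 0.137 and 0.161, and those of different numbers lay between −0.243 and 0.104. The fit without the pairing, with no replicate block, gave 0 probe sets at an adjusted p under 0.05 and 1275 at an unadjusted p under 0.05.

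Gene lists were tested with camera (preset correlation 0.01), with 1 probe set per gene, adjusted over the 36 lists, and again with a correlation estimated from the data. With 3 pairs the estimated form has few degrees of freedom, so a call lost under it cannot tell gene correlation from low power. The rotation test fry was run beside it. The 7 lists from the study hold its RGC, glial activation, cell death, cytokine, pathway table and qRT-PCR genes, and BAX, MDM2, PERP and GADD45B. Of the other 29, 1 is not reported here, and the rest hold interferon-stimulated genes, MHC class I and class II presentation, complement, reactive gliosis, NF-kB cytokines and chemokines, immediate early genes, axon injury response, apoptosis, MAPK kinases, MAPK output, cell cycle, and heat shock and oxidative stress, and markers of RGCs, Müller glia, astrocytes, microglia, blood leukocytes, erythrocytes, rods, cones, bipolar, amacrine and horizontal cells, RPE, endothelium and pericytes, oligodendrocytes and the lens. Medians of the study's groups were compared by a permutation test over genes, exact or with 100000 resamples, and folds per pair by an exact sign-flip test. The main tests, the lists, most alternatives and the rule for named genes were set before the data were examined, and tests and alternatives chosen later are named as such where they are given. That rule takes the genes that the study names as measured, the 15 largest rises and up to 10 largest falls among genes past the threshold with the same direction in 3 of 3 pairs and a signal above the median (at an unadjusted p under 0.05 and a fold over 2 where fewer than 5 passed), and in each list the 4 members with the largest moderated statistic, and the text leaves some of the list members out. A gene named outside the rule is said to be named after its values were seen. The study's lists rest on values already printed in the paper.

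The scripts were tested on simulated data with the same 52024 probe sets and pairs, in which 200 were changed. The paired fit recovered 57.0% of those changed by a log2 of 1 and 86% of those changed by a log2 of 2, called 2 unchanged probe sets, and gave 5.15% of probe sets at an unadjusted p under 0.05 when nothing was changed. These shares were not split by signal, so the power for dim probe sets cannot be read from them. They hold for the simulated noise alone. The alternatives tried were no pairing, leaving out each replicate pair, probe sets above the median signal alone, quantile normalization, median centring of each array, an offset of 32 before log2, eBayes without trend and with robust estimation, genes in place of probe sets, the t-test on linear signals, the mean of all probe sets of a gene, and an estimated correlation between genes. The genes that the study names and that were not analysed here include GNAS, FAT3, IL8RB, MAMU-B18 and SCRG1. The qRT-PCR values and the optic nerve sections were not analysed here, and the gene ontology and pathway analysis of the study was not repeated, since its appendix tables were not used here.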

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

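Of the tests in this part, those of blood, leukocytes, array scaling and eyeball dose for the interferon pattern, of central retina for the rods, of replicate 2 for the dim probe sets, and of other splits of the samples were chosen after the result was seen.

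Interferon-stimulated genes, which the study does not discuss as a group, had a median log2 fold change of 0.66, and MHC class I genes one of 0.60. Whole blood left in the tissue would have brought hemoglobin transcripts, but the mean of HBA and HBB was 0.070. The erythrocyte list, of 4 genes, had a median of −0.12, but of 0.34 without replicate 2, so the argument against whole blood is limited. A uniform difference in array scaling would shift all probe sets alike. The median over all probe sets was −0.038 as deposited, so a uniform shift of that size cannot account for either list. The lower of the medians of both lists was 0.65 under quantile normalization and median centring. Median centring moves all probe sets of an array by the same amount, so it does not test the calls. Leukocytes that entered the treated retina may account for part of the pattern, since the median of the blood leukocyte list was 0.46. Its call by camera did not pass (adjusted p = 0.0504), though it did in 7 other settings. With an estimated correlation adjusted p lay between 0.298 and 0.589 in those settings. The leukocyte median was 0.14 with an offset of 32, so much of it rests on dim probe sets, although camera called the list there (adjusted p = 0.0347). A response to the dose at the eyeball, 3 Gy against 1 Gy, cannot be told apart from a response to the irradiated nerve, because both lay on the same side in all 3 monkeys. A response of retinal cells to the irradiation therefore stays open as a hypothesis beside these.

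Rod photoreceptor genes, outside the genes the study discusses, had a median of −0.20. Scaling or saturation of bright probe sets would have moved other bright genes alike, but the rod median lay below the 2.5 percentile of 10000 random lists matched on signal, by −0.17 or more in size, as deposited and after quantile normalization. As deposited, the matched lists had a median of 0.02 with a 95% range from −0.03 to 0.07. The brightest rod probe sets lay near the top of the array, with PDE6A at the 99.9 percentile of signal. Few genes as bright could be drawn for them, so saturation at that level was not tested. The estimated correlation between rod genes was 0.35, which random lists need not share, so this range may be too narrow. A larger share of central retina in the treated samples may lower rod transcripts and would raise those of cones and RGCs. The cone median lay at the 10.2 percentile of such matched lists as deposited and at the 7.81 percentile after quantile normalization. It was neither above nor below their 95% range. Camera called the cone list lower in 3 other settings (adjusted p = 0.0329 after quantile normalization), which goes against more central retina. Camera called both RGC lists higher, which goes with it, but no single RGC gene passed limma after adjustment. These calls were lost with an estimated correlation, a form of the test with few degrees of freedom for 3 pairs. Camera then gave adjusted p = 0.340 for cones after quantile normalization, and 0.304 and 0.313 for the RGC lists as deposited. More central retina therefore stays open. No biological explanation of the rod values was tested, the irradiation included.

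Among probe sets below the median signal, 38.8% of those at a p under 0.05 and a fold over 2 in limma were higher, so falls prevailed there. Array scaling is a candidate explanation, with a share of 50.0% after quantile normalization and 49.1% after median centring. These shares cannot decide it, because both scalings shift the balance of higher and lower values themselves. After median centring 661 were lower, against 654 as deposited, while the higher ones went from 414 to 638. After quantile normalization 563 were higher and 562 lower. The arrays of replicate 2 are another candidate, since without them the share was 56.2%, with 558 lower. The treated array of that pair had the lowest median and the most signals at the floor. The share was 37.3% without replicate 1 and 32.0% without replicate 3. These values do not decide whether the falls of dim probe sets are changes in transcripts. The falls are not read here as such, and no biological explanation was tested.

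Other splits of the samples were counted for each result of the paired fits. The 4 ways to turn the pairs are too few for a share under 0.05. The real split gave 58 probe sets at an adjusted p under 0.05 in limma, where the highest of the others gave 0. At an unadjusted p under 0.05 it gave 3506 against 2806, and with a fold over 2 it gave 1256 against 1220. The methods' t-test gave 2891 against 2247, and 651 against 565 with a fold over 2, and camera called 19 lists against 7, a count that favours the real split, since it includes the 7 lists whose genes the study chose on this contrast. In each case the real split, 1 of 4, was the largest. Without the pairing, 7 of 10 splits gave as many probe sets at an unadjusted p under 0.05 as the real one (1275), with 7679 as the highest, which is also too few splits to test. The splits that kept both retinas of replicate 1 in 1 group gave 4811 to 7679 probe sets, several times the real count, which points to a structure of the samples: the pair of replicate 1 stood apart from the others.

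The following genes passed the test in limma, and the paper's main text does not name them; its appendix tables were not used here. MX1 had a log2 fold change of 2.32, IGFLR1 of 1.97, IFIT3 of 1.80, IFI27 of 1.66, UBE2L6, an enzyme of ISG15 conjugation, of 1.62 and IFITM1 of 1.45, each higher in 3 of 3 pairs. KLHL29, a gene of the kelch family, stood at 1.51 (adjusted p = 0.0164) and RPL24, a ribosomal protein, at 1.50 (adjusted p = 0.0427); these 2 genes and UBE2L6 were named after their values were seen. KRT16 fell, at −1.27. The Müller glia identity list had a median of −0.087 as deposited and of 0.010 after median centring. Without replicates 1, 2 and 3 it was −0.14, −0.17 and −0.14.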

How the results depend on the processing

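Leaving out replicates in the methods' t-test and in the Table 3 folds, and the other settings of the clustering, were chosen after the data were seen; the other alternatives were planned. Of the 24 named genes that passed, 24 passed without replicate 2, without replicate 3, after quantile normalization and among probe sets above the median signal, 23 after median centring, 20 with an offset of 32, 22 with robust estimation, 8 without replicate 1, and 0 without the pairing or with eBayes without trend. Of 1051 gene and setting pairs, 7 had the opposite sign, none of a gene that passed by its brightest probe set (CAV1, HBA, HBB, LCN2, SERPINA3 and TIMP1). At an adjusted p under 0.05, the count higher and lower (57 and 1) was 0 and 0 without the pairing (674 and 601 at an unadjusted p under 0.05), 0 and 0 without trend (1306 and 1583), 17 to 166 and 0 to 56 when a replicate was left out (lowest without replicate 1, highest without replicate 2), 71 and 2 after quantile normalization and 64 and 4 for genes. At an unadjusted p under 0.05 in limma (1544 and 1962), leaving out a replicate gave 983 to 1963 higher and 1227 to 3122 lower, probe sets above the median signal gave 1222 lower, median centring 1143 lower, and genes 817 and 505. With a fold over 2 as well (562 and 694), leaving out a replicate gave 589 to 865 and 616 to 1173, probe sets above the median signal 147 and 39, an offset of 32 gave 180 and 83, and genes 184 and 146. The methods' t-test (1392 and 1499) gave 841 and 802 without the pairing, 843 lower above the median signal, and 595 and 402 for genes; with a fold over 2 (340 and 311) it gave 102 and 6 above the median signal and 99 and 49 for genes. The cause of these changes was not tested.

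Camera called 15 lists higher and 4 lower (0 and 0 with an estimated correlation), and 2 to 5 lower when a replicate was left out. With an estimated correlation, adjusted p was 0.304 for the study's RGC and glial lists, MHC class I, complement and Müller glia, 0.273 for the study's cell death list and interferon-stimulated genes, 0.313 for reactive gliosis and RGC identity, and 0.311 for rods. The Müller list had adjusted p = 0.121 without the pairing and 0.00084 to 0.119 when a replicate was left out (0.119 without replicate 1), and the study's RGC list had adjusted p = 0.0653 without trend; the RPE list had adjusted p = 0.779 without replicate 1, and the blood leukocyte and microglia lists passed under several settings (adjusted p = 0.0288 and 0.0278 without the pairing, 0.0251 and 0.0496 after median centring), the cone list was called lower without replicate 2 (adjusted p = 0.0246), the astrocyte and core apoptosis lists higher there (adjusted p = 0.0133 and 0.0377), and the axon injury list was called by the mean of all probe sets of a gene. With an estimated correlation camera lost the leukocyte and microglia calls. Adjusted p was then 0.301 and 0.311 without the pairing, and 0.428 and 0.503 after median centring. Without replicate 2 it was 0.422 for the cone, astrocyte and core apoptosis lists. For the axon injury list it was 0.291 by the mean of all probe sets of a gene. The rotation test fry, which asks whether the genes of a list move 1 way and does not compare them with other genes, gave adjusted p = 0.0448 for the study's cell death, cytokine and pathway lists, its list of BAX, MDM2, PERP and GADD45B, interferon-stimulated genes and the cell cycle, and above 0.05 for the other lists given here. Without the pairing camera lost no call of these lists other than that of the Müller list. There fry lost the study's cytokine list and its list of BAX, MDM2, PERP and GADD45B (adjusted p = 0.0602 for each). It also lost the cell cycle (adjusted p = 0.132), and it gained the study's qRT-PCR list (adjusted p = 0.00802). The glial minus RGC difference (0.50) was 0.57 after quantile normalization and 0.42 to 0.60 when a replicate was left out, and 0.35 by the mean of all probe sets of a gene; it passed the permutation test after quantile normalization and without replicate 1 (0.60), and not in the others. Other probe sets gave mean folds of 1.43 and 0.617 for BDNF, 2.26 for GADD45B and 0.340, 2.22 and 0.996 for MDM2, and quantile normalization gave 1.53 for MDM2; the cause was not tested. In all 4 settings run, 5 of 6 arrays lay nearest to the array of the same number. Probe sets near the floor limit what can be read from a fold, since 1068 of the 1256 at a p under 0.05 and a fold over 2 lay below the median signal.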

Differences from the paper's values

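No test in this part was added after the data were seen. The paper reports 1597 probe sets at a p under 0.05 in its paired t-test, and 2891 were found here. Of the alternatives set before the data were examined, no pairing (1643) and probe sets above the median signal (1788) lie within 1.5 times the paper's count, and linear signals (2803), quantile normalization (2963) and genes in place of probe sets (997) do not. The paper reports 425 lower genes, and 676 were found here; no pairing (312), probe sets above the median signal (454), quantile normalization (617) and genes in place of probe sets (402) lie within 1.5 times, and linear signals (667) do not. At a p under 0.05 and a fold over 2, the paper reports 82 genes and 250 were found here; probe sets above the median signal (67) lie within 1.5 times, and no pairing (323), linear signals (223), quantile normalization (263) and genes in place of probe sets (148) do not. For the higher genes at these thresholds the paper gives 80 and 149 were found here; probe sets above the median signal (65), linear signals (119) and genes in place of probe sets (99) lie within 1.5 times, and no pairing (185) and quantile normalization (179) do not. For the lower genes the paper gives 2 and 103 were found here; probe sets above the median signal (2) reach the paper's count, and no pairing (140), linear signals (104), quantile normalization (84) and genes in place of probe sets (49) do not. Detection calls, which the paper mentions, were not used here, so a filter on them was not tested for any of these counts.

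The paper states that IL2 and IL5 were lower, while their log2 fold changes here were 0.40 and 0.29 by the brightest probe sets, each higher in 3 of 3 pairs, and no probe set of either passed limma after adjustment. The paper states that 7 glial activation genes were higher. By their brightest probe sets 7 of 7 were above 0 here, and 3 of them passed the methods' t-test. CP, LCN2 and TIMP1 passed that test as higher by dimmer probe sets alone. For LCN2 and TIMP1 these stood at 1.37 and 1.69, against 0.0019 and 0.041 by the brightest. CAV1 stood at 0.093 by its brightest probe set and at −0.34 and −0.19 by the others. The CAV1 probe set at −0.34 was lower in 3 of 3 pairs and passed the methods' t-test as lower. The paper names 6 genes as more than 5-fold higher; by its brightest probe set 1 of them (CCL2, 8.25-fold) was, while of the dimmer probe sets of FAS 1 was 6.98-fold higher in 3 of 3 pairs, from a log2 signal of 3.18 and without passing limma (adjusted p = 0.605), and another, at the floor on all control arrays, has no fold. The paper states that RGC genes were expressed below glial and cell death genes, while the median log2 signal over all arrays of the cell death genes stood below that of the RGC genes by a difference of −2.70 (p = 0.129, permutation test) and that of the glial genes above it by 0.54 (p = 0.654, permutation test); signals of different probe sets are not on 1 scale, so these values do not decide the statement. The paper states that glial genes were more sensitive than RGC genes; the difference of the median log2 fold changes ran the same way (0.50) without passing the permutation test (p = 0.0698), and passed after quantile normalization (0.57, p = 0.0379, permutation test), without replicate 1 (0.60, p = 0.0165, permutation test) and on absolute changes (0.46, p = 0.0420, permutation test), but not without replicate 2 (0.42, p = 0.0785, permutation test), without replicate 3 (0.49, p = 0.0808, permutation test) or by the mean of all probe sets of a gene (0.35, p = 0.108, permutation test). The paper states that MAPK pathways were activated, and its pathway table lists BDNF, FAS and GADD45B for MAPK signaling. These stood at 1.13, 1.49 and 1.65 here by their brightest probe sets, and GADD45B alone passed limma after adjustment. The mRNAs of 14 MAPK kinases were not called by camera (adjusted p = 0.815), and of 15 genes that the pathways induce GADD45B passed. Since mRNA does not measure the phosphorylation that activates the kinases, these values do not decide the statement. The paper found no lower ontology group, while camera called 4 of 36 lists lower here, by another test and on other lists, and 0 with an estimated correlation.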

Other observations

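No explanation is tested in this part, and genes said to be named after their values were seen lie outside the rule. Genes of the stress response passed in part. SOD2 was the 1 gene that passed among 10 of heat shock and oxidative stress, all 10 of which were above 0 with a median of 0.14 (0.12, 0.31 and 0.013 in the 3 pairs), and MT2A, a metallothionein, stood at 0.72 and HSPH1, a chaperone, at 0.36 (1.93 by a probe set near the floor); 3 were higher when adjusted over the list alone (camera, adjusted p = 4.716e-04; adjusted p = 0.381 with an estimated correlation). In the axon injury response, KLF6, a transcription factor, rose by 0.84 (SE 0.10, adjusted p = 0.0450 from limma), though not without replicate 1, without the pairing, after median centring, with an offset of 32, without trend or with robust estimation. Of the 13 axon injury genes, 7 were above 0 with a median of 0.075, and 2 were higher when adjusted over the list alone (camera, adjusted p = 0.186, or 0.468 with an estimated correlation). The axon injury median was 0.14 without replicate 1, 0.063 without replicate 2 and 0.020 without replicate 3. It was 0.24 by the mean of all probe sets of a gene. Immediate early genes had 10 of 13 members above 0 and a median of 0.21, with JUNB at 0.83, CCN1 at 0.91 and ZFP36, which destabilizes mRNAs of cytokines, at −0.48. Their median was 0.24 without replicate 1, 0.091 without replicate 2 and 0.38 without replicate 3. Of these genes, 0 passed limma after adjustment, 2 were higher and 2 lower at an unadjusted p under 0.05, 3 were higher by the methods' t-test, and 2 were higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.186, or 0.403 with an estimated correlation). VTN, the plasma and matrix protein vitronectin, rose by 1.26 (adjusted p = 0.0128), and JCHAIN, the joining chain of immunoglobulins, by 1.30 (adjusted p = 0.0370), and both were named after their values were seen. Further members of the interferon and MHC class I lists, named after their values were seen, were NLRC5, the transactivator of class I genes, and PSMB8, of the immunoproteasome, both at 1.87 (adjusted p = 0.114 and 0.167), and IFI44 at 1.58 and BST2 at 1.00.

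Markers of other retinal cell types gave no call by camera in the values as deposited with all 3 pairs and all probe sets. Cone genes had 3 of 9 members above 0 and a median of −0.044 as deposited and 0.053 after median centring, with the cone transducin GNAT2 at −0.30 (adjusted p = 0.0665, or 0.355 with an estimated correlation), and camera called the list lower after quantile normalization (adjusted p = 0.0329), without replicate 2 (adjusted p = 0.0246) and among probe sets above the median signal (adjusted p = 0.0310). With an estimated correlation camera lost these calls (adjusted p = 0.340, 0.422 and 0.320). Bipolar cell genes had 6 of 10 above 0 and a median of 0.06, with VSX1 at 0.17 and at −0.33 and 0.11 by its other probe sets (adjusted p = 0.632; adjusted p = 0.775 with an estimated correlation). Amacrine cell genes had 5 of 10 above 0 and a median of −0.069 as deposited and 0.028 after median centring, with GAD2, an enzyme of GABA synthesis, at −0.62 (adjusted p = 0.197; adjusted p = 0.403 with an estimated correlation). Endothelial and pericyte genes had 7 of 10 above 0 and a median of 0.22, with the tight junction gene CLDN5 at −0.45 (adjusted p = 0.870; adjusted p = 0.880 with an estimated correlation). Their median was 0.24 without replicate 1, −0.042 without replicate 2 and 0.10 without replicate 3. By the mean of all probe sets of a gene it was −0.037. Oligodendrocyte genes had 3 of 6 above 0 and a median of −0.049 as deposited and 0.048 after median centring, with UGT8, of myelin lipid synthesis, at 0.44 and at 1.45 by its other probe set (adjusted p = 0.633, or 0.729 with an estimated correlation). The oligodendrocyte median was 0.17 without replicate 1, −0.047 without replicate 2 and −0.035 without replicate 3. It was −0.20 by the mean of all probe sets of a gene. Erythrocyte genes had 1 of 4 above 0 and a median of −0.12, with HBB at 0.28 and HBA at −0.14 (adjusted p = 0.667, or 0.758 with an estimated correlation). The sign of HBA turned without replicate 1 and that of HBB without replicate 3. The erythrocyte median was −0.071 without replicate 1, 0.34 without replicate 2 and −0.14 without replicate 3. Lens crystallins had 9 of 14 above 0 and a median of 0.18, with CRYAB, a small heat shock protein that glia also express, at 0.28 and at −1.03 by its other probe set (adjusted p = 0.389; adjusted p = 0.502 with an estimated correlation). Of these 7 lists, 0 genes passed limma after adjustment over all probe sets or over the list alone; at an unadjusted p under 0.05 there was 1 cone gene lower, 1 amacrine gene lower, 1 endothelial gene higher and 1 lower, 1 oligodendrocyte gene higher and 3 crystallins higher, and by the methods' t-test 1 endothelial, 1 oligodendrocyte and 1 lens gene higher.

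Among probe sets without a gene symbol, MmugDNA.35779.1.S1_at rose by 3.26 (adjusted p = 0.0427), and MmuSTS.1893.1.S1_s_at went from a log2 signal of 1.32 on the control arrays to 8.08 on the treated arrays (adjusted p = 0.0303), with no fold given, since the control signal lay near the floor; both were named after their values were seen.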
